# Induction of the interleukin 6/ signal transducer and activator of transcription pathway in the lungs of mice sub-chronically exposed to mainstream tobacco smoke

**DOI:** 10.1186/1755-8794-2-56

**Published:** 2009-08-21

**Authors:** Sabina Halappanavar, Marsha Russell, Martin R Stampfli, Andrew Williams, Carole L Yauk

## Abstract

**Background:**

Tobacco smoking is associated with lung cancer and other respiratory diseases. However, little is known about the global molecular changes that precede the appearance of clinically detectable symptoms. In this study, the effects of mainstream tobacco smoke (MTS) on global transcription in the mouse lung were investigated.

**Methods:**

Male C57B1/CBA mice were exposed to MTS from two cigarettes daily, 5 days/week for 6 or 12 weeks. Mice were sacrificed immediately, or 6 weeks following the last cigarette. High density DNA microarrays were used to characterize global gene expression changes in whole lung. Microarray results were validated by Quantitative real-time RT-PCR. Further analysis of protein synthesis and function was carried out for a select set of genes by ELISA and Western blotting.

**Results:**

Globally, seventy nine genes were significantly differentially expressed following the exposure to MTS. These genes were associated with a number of biological processes including xenobiotic metabolism, redox balance, oxidative stress and inflammation. There was no differential gene expression in mice exposed to smoke and sampled 6 weeks following the last cigarette. Moreover, cluster analysis demonstrated that these samples clustered alongside their respective controls. We observed simultaneous up-regulation of *interleukin 6 *(*IL-6*) and its antagonist, *suppressor of cytokine signalling *(*SOCS3*) mRNA following 12 weeks of MTS exposure. Analysis by ELISA and Western blotting revealed a concomitant increase in total IL-6 antigen levels and its downstream targets, including phosphorylated signal transducer and activator of transcription 3 (Stat3), basal cell-lymphoma extra large (BCL-XL) and myeloid cell leukemia 1 (MCL-1) protein, in total lung tissue extracts. However, in contrast to gene expression, a subtle decrease in total SOCS3 protein was observed after 12 weeks of MTS exposure.

**Conclusion:**

Global transcriptional analysis identified a set of genes responding to MTS exposure in mouse lung. These genes returned to basal levels following smoking cessation, providing evidence to support the benefits of smoking cessation. Detailed analyses were undertaken for IL-6 and its associated pathways. Our results provide further insight into the role of these pathways in lung injury and inflammation induced by MTS.

## Background

Tobacco smoking is responsible for 90% of all lung cancers [1,2] and remains the second largest preventable cause of mortality and morbidity worldwide [3]. In addition to lung cancers, tobacco smoke is also linked to other respiratory diseases including chronic obstructive pulmonary disease (COPD) [4,5] and emphysema [6,7]. Despite the overwhelming evidence linking tobacco smoke to various respiratory pathologies, the percentage of smokers who develop any disease is relatively low [8].

The interaction between tobacco smoke and the pulmonary system involves complex molecular pathways. Using cells in culture, and animal and human models, it has been shown that various biological pathways (e.g., oxidative stress response, antioxidant activity, DNA repair, pro- and anti-inflammation) are generally induced in response to tobacco smoke. For example, increased levels of several oxidative stress markers in lung tissue have been reported in response to tobacco smoke including: 8-OHdG, 4-HNE [9], inducible nitric oxide synthase mRNA and endothelial nitric oxide synthase mRNA [10]. Exposure to cigarette smoke also causes changes in the expression of *heme oxygenase-1 *(*Hmox-1*), *c-myc, c-jun *and *c-fos *[11,12], induction of phase-I xenobiotic metabolism genes [13], increased expression and/or function of several proteinases including matrix metalloproteinases (MMP-1, -2, -9 and -14) [14-16] and enhanced NF-kB and AP-1 activity [17]. NF-kB and AP-1 regulate many of the inflammatory genes that are over-expressed in response to tobacco smoke [18,19]. These studies have considerably increased our understanding of the effects of smoking on health. However, these studies do not provide information on global changes in gene expression in target tissues. Tobacco smoke is a complex mixture of thousands of chemicals and exposure to it results in a highly complex molecular response. Consequently, the exact mechanisms by which smoking leads to disease in an individual, or the alterations in expression of specific genes that determine this susceptibility, are not entirely elucidated.

DNA microarray technology permits the simultaneous monitoring of thousands of transcripts expressed in a given cell or tissue type in a single experiment, and can be used to gain insight into complex molecular responses. Global transcriptional profiling has the potential to predict disease development and associated prognosis [20]. Several recent studies have used DNA microarray technology to delineate the molecular gene expression profiles that distinguish various subtypes and stages of lung cancer (reviewed in [21]). Others have documented gene expression profiles in various disease states including emphysema, COPD and cancers [22-25]. Many others have used cells in culture and tissues from animals exposed acutely or chronically to cigarette smoke to study the molecular pathways that may be involved in disease. In general, these studies report basic similarities in biological responses to tobacco smoke including the upregulation of antioxidants, and phase-I and phase-II xenobiotic metabolism genes. However, results generated from these studies reveal a large list of non-overlapping differentially expressed genes; these discrepancies necessitate additional studies to resolve differences and precisely define the mechanisms by which cigarette smoke exposure impacts gene expression profiles *in vitro *and *in vivo*, and to determine whether these changes reflect what is observed in human disease.

In this study, we used high-density DNA microarrays to examine global transcriptional changes in lung tissues derived from mice exposed to mainstream tobacco smoke (MTS) for 6 or 12 weeks, and following a period of smoking cessation. We identified genes that have been reported in other studies including *cytochrome P450, family 1 (Cyp1a1), Heme oxygenase (decycling)1 (Hmox1) *and *NAD(P)H dehydrogenase, quinine 1 (Nqo1)*. In addition, we observed induction of cytokine *interleukin 6 (IL-6) *mRNA and its antagonist, *suppressor of cytokine signalling (SOCS3)*, following 12 weeks of exposure to MTS. We also demonstrate an increase in total protein levels of IL-6 and its downstream targets basal cell-lymphoma extra large (BCL-XL) and myeloid cell leukemia 1 (MCL-1).

## Methods

### Animal care and husbandry

Exposures were conducted as described previously [26,27]. In brief, twenty mature (8–10 week old) male C57BL/6 × CBA F1 hybrid mice (The Jackson Laboratory. Bar Harbor, Maine) were exposed to MTS using a nose-only smoke exposure system [28] adapted for mice [29]. Mice were housed in a 12-h light-dark cycle with food and water *ad libitum*. Cages, food and bed were autoclaved. Mice were placed in individual exposure chambers (9 × 3 × 3 cm^3^) and were exposed to two cigarettes daily (1R3 reference cigarettes; Tobacco and Health Research Institute, University of Kentucky) at a rate of 0.08 litres per minute, 1 puff (20 ml) per 52 seconds, 5 days/week for a total of 6 or 12 weeks, including the 2 week lead-up period [27]. Control mice were placed in restrainers only. Animals were anesthetised with isoflurane and euthanised by exsanguation (3 hours after the last cigarette in the exposed group). Animal procedures were carried out under the guidelines of the Canadian Council on Animal Care and Procedures approved by the McMaster University Animal Research Ethics Board.

The selected dose of 2 cigarettes daily for 8 weeks has been shown to increase average serum cotinine levels to 150 ng/ml, which is consistent with the levels observed in regular active smokers (more than 100 ng/ml) [30].

### Bronchoalveolar Lavage

Mice were treated and sacrificed as described above. Bronchoalveolar lavage (BAL) was performed as previously described [31]. In brief, the lungs were dissected and the trachea was cannulated with a polyethylene tube (Becton Dickinson, Sparks, MD). The right lungs were lavaged twice with PBS (0.25 ml followed by 0.2 ml).

Approximately 0.3 ml of the instilled fluid was consistently recovered. Total cell counts were determined using a hemocytometer. After centrifugation, cell pellets were resuspended in PBS and smears were prepared by cytocentrifugation (Shandon Inc., Pittsburgh, PA) at 300 rpm for 2 min. Diff-Quik (Baxter, McGraw Park, IL) was used to stain all smears. Differential counts of BAL cells were determined from at least 500 leukocytes using standard hemocytological procedures to classify the cells as neutrophils, eosinophils, lymphocytes, or macrophages/monocytes.

### Tissue processing

The right lobe of the lung was lavaged for bronchoalveolar lavage fluid (BALF) and the left lobe of the lung was snap frozen in liquid nitrogen and stored at -80°C. For molecular analysis, the frozen left lung lobe was sliced randomly into two (upper and lower) halves. The upper half was used for RNA extraction. The lower half was further processed for total protein extracts.

### RNA extraction and purification

Total RNA was isolated using TRIzol reagent (Invitrogen) and purified using RNeasy Mini Kit (Qiagen). All RNA samples showed A260/280 ratios between 2.0 and 2.1. RNA integrity was determined using an Agilent 2100 Bioanalyzer (Agilent Technologies) and only high quality RNA (28S/18S > 1.8) was used for further analysis.

### Microarray hybridization

Individual total RNA samples (2.5 μg) from 40 mice (5 mice for each group, 4 treatment groups and 4 control groups) and universal reference total RNA (Stratagene) were used to synthesize double-stranded cDNA and cyanine labelled cRNA (experimental samples with Cyanine 5-CTP, and reference RNA with Cyanine 3-CTP; Perkin-Elmer Life Sciences) according to the manufacturer's instructions (Agilent Linear Amplification Kits, Agilent Technologies). Cyanine-labelled cRNA targets were in vitro transcribed using T7 RNA polymerase and purified by RNeasy Mini Kit (Qiagen). Five micrograms of each labelled cRNA was hybridized to Agilent 4121A oligonucleotide microarrays (Agilent Technologies) at 60°C overnight. Arrays were washed and scanned on a ScanArray Express (Perkin-Elmer Life Sciences), and data were acquired with ImaGene 5.5 (BioDiscovery).

### Statistical analysis of microarray data

A blocked factorial design [32] was used to analyse lung microarray data. The factors in the data included treatment (control, exposed), duration of exposure (6 weeks, 12 weeks) and a break period (0 weeks, 6 weeks). The design was blocked using the date of hybridization and the date of exposure [33]. Five biological replicates per condition were used for a total of 40 microarrays.

The background for each array was measured using the (-)3xSLv1 probe. Spots with median signal intensities less than the trimmed mean (trim = 5%) plus three trimmed standard deviations of the (-)3xSLv1 probe were flagged. The total number of flagged spots, the median signal intensity and standard deviation for the (-)3xSLv1 probe for each array were recorded. Other array level summary statistics included the median signal to noise ratio (log_2 _scale) for each channel. This information was used to help identify microarrays with poor data quality.

The data were normalized using a MAANOVA library [34] in R [35]. Ratio intensity plots and heat maps for the raw and normalized data were constructed using R [35]. Through inspection of the dendrogram one outlier was identified. This microarray also had high background and thus this sample was then removed from all subsequent analyses.

Differentially expressed genes between the control and treated groups within time points were determined using the MAANOVA library [34] in R. The main effects in the model included treatment, duration of exposure and break period, as well all two-way and the three-way interaction. This model was applied to the log_2 _of the relative intensities. The Fs statistic [36], a shrinkage estimator for the gene-specific variance components, was used to test main effects, interactions and pair-wise comparisons. The p-values for all statistical tests were estimated by the permutation method using residual shuffling, followed by adjustment for multiple comparisons by using the false discovery rate (FDR) approach [37].

The group means for the fold change calculation were based on the least-square means. Least-square means are a function of the ANOVA model parameters and are adjusted for the other factors in the model such as date of hybridization.

### Validation of microarray results by real-time polymerase chain reaction (RT-PCR)

Primers were designed using Beacon design 2.0 (Premier BioSoft International) and are available upon request. Approximately 2.5 μg of total RNA per sample was reverse transcribed and RT-PCR was performed in duplicate using an iCycler IQ real-time detection system (Bio-Rad) as described in [38]. Threshold cycle values were averaged. Gene expression levels were normalized to the ubiquitin gene, which was stable on the DNA microarray. PCR efficiency was examined using the standard curve for each gene. Primer specificity was assured by the melting curve for each gene. A student's t-test was used for statistical evaluation.

### Preparation of tissue protein extracts and Western blotting

The lower half of the frozen left lobe was homogenized in lysis buffer (5 M HEPES, pH 7.5, 5 M NaCl, 10% Glycerol, 1% Triton X-100, 2 M EGTA, 1 M MgCl_2_, 0.5 M NaF, 0.2 M sodium pyrophosphate, protease inhibitor cocktail tablets (Roche Applied Science) and centrifuged. The supernatant was quantified for protein content using a Bradford protein assay reagent kit (Bio-Rad). Approximately 200 μg of total protein was extracted from each individual mouse (n = 5/treatment group) from one treatment group, and subsequently pooled to make one sample. The protein content of each pooled sample was quantified again using a Bradford protein assay kit.

For Western blotting, 30 μg of individual (data not shown) or pooled total protein was immunoblotted on 8–12% SDS-PAGE gels and analysed using antibodies against SOCS3, BCL-XL, Stat3, Stat3 phospho, MCL-1, Gp-130 and JAK-1 (Santa Cruz Biotechnologies). Signals were detected using ECL Plus reagent (GE Health Sciences). Membranes were erased and reprobed with anti-actin antibody for normalizing purposes. Band intensities were determined by averaging the densitometric readings from three independent experiments. Protein levels were normalized to the actin levels present in each sample.

### Total IL-6 Immunoassay

The Quantikine Mouse IL-6 immunoassay (R&D systems) was used to measure total IL-6 in lung tissue homogenates. The assay was conducted according to the manufacturer's instructions. In brief, 50 μl of assay diluent and known quantities of samples (15–30 μg total tissue homogenates) and controls (0–500 pg/ml mouse IL-6 standard, supplied by the company) were loaded onto a microplate pre-coated with mouse IL-6 specific antibody. The plate was incubated at room temperature for 2 hours, then unbound IL-6 was removed by washing five times with wash buffer. An enzyme-linked polyclonal antibody specific to mouse IL-6 was then added to each well and incubated for 2 hours at room temperature. Plates were washed as described above to remove any unbound enzyme conjugate. One-hundred microliters of substrate solution was added to each well and incubated in the dark for 30 minutes at room temperature. The reaction was quenched by adding 100 μl of stop solution to individual wells. Optical Density for each well was determined at 450 nm using a microtiter plate spectrophotometer with the correction wavelength set at 540 or 570 nm.

## Results

### General overview of expression profiles and validation of microarray results

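Lung RNA of 39 male mice in 8 groups was measured, 1 mouse per array. Mice of the smoke groups breathed MTS from 2 cigarettes a day on 5 days a week for 6 or 12 weeks, sham mice were held in restrainers, and 2 smoke and 2 sham groups then spent 6 weeks without exposure (the break). By the sample labels, each group held 5 mice except 12 week smoke, which held 4. The paper's methods describe 40 arrays, of which 1 was removed, and do not name its group. The sample labels give 3 hours after exposure for all 8 groups, also for those with a break, and the groups follow the paper. The mice are called m1 to m5 within a group, and these numbers pair no mice.
Each array compared Cy5-labelled cRNA of 1 lung with Cy3-labelled cRNA of a universal reference, in 1 orientation, so a difference of log2 ratios between groups is a difference between lungs. The authors' scanner files hold ImaGene intensities of spot and local background that were not normalized. The median Cy5 signal of an array lay between 268 and 1532 and was 2.24 to 8.99 times its background; this ratio was 2.24 to 8.99 in 6 week sham, 3.38 to 8.25 in 6 week smoke, 2.45 to 6.69 in 12 week sham and 2.69 to 6.68 in 12 week smoke. In the break groups it was 2.61 to 8.16 in 6 week break sham, 2.42 to 7.18 in 6 week smoke and break, 2.51 to 4.00 in 12 week break sham and 2.75 to 5.02 in 12 week smoke and break. Background was corrected with normexp (offset 50), the arrays were normalized by loess, and spots of 1 probe were averaged. All 39 arrays entered 1 limma model of the 8 groups, with the 5 runs of the exposure-date labels as a block and Benjamini-Hochberg adjustment over 17560 probes. Label run accounted for 84.6% and group for 6.31% of the variation along the first principal component, which held 10.7% of the variance.
Cyp1a1 and Cyp1b1, cytochromes P450 induced through the aryl hydrocarbon receptor (AhR), served as a check of the labels. Their log2 ratios were 5.07 to 8.06 and 1.47 to 2.32 in the 9 smoke arrays, and 0.448 to 2.81 and -1.74 to -0.275 in 29 of the 30 others. The array labelled 6 week sham, mouse m2, had 6.46 and 2.00. It was kept under its label. Counts without it, a choice made after the data were seen, are given for most comparisons, beside the main ones or in the closing sections.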

Complete DNA microarray data are available at NCBI , GSE12930. Approximately 70% of the 22,000 transcripts on the array were expressed (where expressed is defined as at least 4 out of 5 samples with signal intensities above background in at least one experimental condition). 

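Of 20868 gene probes, 17560 (84.2%) had a Cy5 signal above the array's threshold in at least 4 arrays of at least 1 group. The threshold was the trimmed mean plus 3 trimmed SD of the negative control spots, with 5% trimmed at each end. Genes that passed differed in the number of arrays above the threshold. Cyp1a1, Cyp1b1, Nqo1, Hmox1 and Socs3 were above it in all 4 arrays of 12 week smoke and all 5 of 12 week sham, whereas Il6, which encodes the cytokine interleukin-6, was above it in 4 of 4 and 3 of 5. In the Cy5 channel of single arrays, 48.4% to 94.6% of the probes exceeded the threshold. Of all gene probes, 18235 carried 1 gene symbol, 30 several and 2603 none.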

Differentially expressed genes were identified using MAANOVA; values were considered significantly different from control values when FDR adjusted p-values were less than 0.05.

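After 12 weeks of MTS, 66 probes rose and 10 fell against 12 week sham at an adjusted p under 0.05 (limma, 17560 probes). After 6 weeks, 10 rose and 1 fell. The split at 12 weeks moved with the processing: 42 rose and 23 fell with median centring, and 144 and 59 with array weights. The genes that rose at both durations were Cyp1a1, Cyp1b1, Nqo1, Aldh3a1, Cbr3, Txnrd1 and Tnfaip2; the first 6 metabolise xenobiotics, aldehydes or quinones or keep thioredoxin reduced. At 12 weeks the largest increases, with no overlap between smoke and sham mice, were in Cyp1a1 (log2 fold change 4.88), Cyp1b1 (3.32), Ahrr (2.24), Gclc (2.06), Hmox1 (2.05), Nqo1 (1.96), Ptgs2 (1.86), Aldh3a1 (1.85), Cbr3 (1.84) and 1810010H24Rik (1.78). The largest decreases, again without overlap, were in Ptpro (-0.85), Col3a1 (-0.80), Ifi203 (-0.59), Ddah2 (-0.50), Cdk6 (-0.47) and Col5a1 (-0.46).
At 6 weeks Ltc4s, leukotriene C4 synthase (0.90), Mgst3, a microsomal glutathione transferase named after its value was seen (0.55), and Chrac1 (0.51) also rose, and Rexo5 fell (-0.43). Over both durations, 80 probes of 75 genes passed, 69 higher (86.2%) and 11 lower, 7 of them at both. Where genes of Table 1 could be matched to a probe, which held for 72 of 79, 9 passed at 6 weeks and 31 at 12 weeks over all probes, and 50 and 56 adjusted over the list alone, each gene by the probe with the highest mean intensity (at 12 weeks a second probe of Gsr and of Taf9 passed). The paper chose that list on these arrays, so its counts are not independent evidence.
When the array labelled 6 week sham m2 was left out, 33 probes passed at 6 weeks (27 higher), 91 at 12 weeks (74 higher) and 103 at either. Without 12 week smoke m1, 44 passed at 12 weeks.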

Statistically significant differential gene expression was identified for 79 genes between smoke-exposed groups and matched controls at either 6 or 12 week time points (Table-1; 52 up-regulated and 27 down-regulated compared to sham controls). These genes belong to various biological processes including xenobiotic metabolism, oxidative stress, glutathione metabolism, inflammatory pathways and others. 

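Antioxidant genes under the transcription factor Nrf2 rose together at 12 weeks. Of 41 measured, 12 rose and none fell (21 changed when adjusted over the list alone), among them Gclc and Gclm, the subunits of the rate-limiting enzyme of glutathione synthesis (log2 fold changes 2.06 and 1.06), Hmox1, heme oxygenase 1 (2.05), and Srxn1, sulfiredoxin (1.67). A second probe of Srxn1 did not pass, with 0.49 at 12 weeks (adjusted p = 0.286, limma) and 0.17 at 6 weeks (adjusted p = 0.839). The list test gave an adjusted p of 2.15e-26 (camera). At 6 weeks 4 of the 41 rose (adjusted p = 7.76e-11). Within label runs the list's median was above 0 in 4 of 4 runs at 12 weeks and 3 of 4 at 6 weeks. Of 38 genes of glutathione metabolism, 3 rose at 12 weeks, with Gsta1 at 1.15, and 1 at 6 weeks; the camera calls (adjusted p = 0.00057 and 0.00564) were lost with an estimated correlation (adjusted p = 0.11 and 0.323).
Of 42 inflammatory cytokines and mediators, 4 rose at 12 weeks and none fell (10 changed when adjusted over the list alone). They were Tnfaip2 (0.56), Ptgs2, cyclooxygenase 2 (1.86), Il6 (1.63) and Ccl17, a chemokine of dendritic cells (0.71); the adjusted p of the list was 7.77e-05. Of 26 heat shock and chaperone genes 1 rose, Hspa4l (0.77), while the whole list shifted upward (median 0.24, adjusted p = 4.67e-07). Of 40 interferon-responsive genes 1 fell, Ifi203 (-0.59), and the list shifted downward (median -0.15, adjusted p = 4.83e-07). Of 25 glucocorticoid-responsive genes none passed, and the list shifted upward (median 0.27, adjusted p = 9.33e-07). At 12 weeks the medians of the inflammatory, heat shock and glucocorticoid lists were above 0 in 4 of 4 label runs and that of the interferon list in 0 of 4. At 6 weeks 2 inflammatory genes rose, Ltc4s and Tnfaip2, while the list did not pass (adjusted p = 0.69), nor did the heat shock list (adjusted p = 0.854); the interferon and glucocorticoid calls (adjusted p = 0.00106 and 0.045) were lost with an estimated correlation (adjusted p = 0.323 and 0.458).
The lists were fixed before the data were examined, and genes of Table 1 among their members were seen by then. Table 1 was chosen on these arrays, so the calls of lists that hold its genes are not independent evidence. The IL-6/Stat3 genes that rose (Il6, Socs3 and Bcl3) and Hspa4l are all in Table 1. So are the inflammatory genes that rose at 12 weeks, except Ccl17. Of 16 lists called at 12 weeks by camera, 8 also passed with an estimated correlation: Nrf2, AhR, macrophage and lysosome, heat shock, interferon, glucocorticoid-responsive, IL-6/Stat3 and inflammatory genes. Of 13 called at 6 weeks, 3 did so: macrophage and lysosome, AhR and Nrf2.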

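Genes induced through the AhR, the receptor for polycyclic aromatic hydrocarbons, showed the largest responses to MTS. After 6 weeks, Cyp1a1 was 15.5-fold above sham (log2 fold change 3.95, standard error 0.60, adjusted p = 0.00104), Cyp1b1 5.72-fold (2.52, standard error 0.38, adjusted p = 0.00104) and Nqo1, a quinone reductase, 2.26-fold (1.18, standard error 0.20, adjusted p = 0.00301; all limma). After 12 weeks the folds were 29.5, 9.99 and 3.90, with adjusted p of 2.7e-05, 1.14e-05 and 2.03e-06. Ahrr, which represses the receptor, had a log2 fold change of 1.06 (standard error 0.36, adjusted p = 0.365) at 6 weeks and rose 4.71-fold at 12 weeks (adjusted p = 0.00145). Aldh3a1, an aldehyde dehydrogenase, rose 2.97-fold and 3.60-fold.
Of 11 AhR-responsive genes measured, 4 rose at 6 weeks and 6 at 12 weeks, and none fell (7 and 8 changed when adjusted over the list alone). The sixth at 12 weeks, named after its value was seen, was Tiparp (0.50). Within each of the 4 label runs that held a smoke and a sham array of a duration, Cyp1a1, Cyp1b1, Nqo1 and Ahrr were higher after smoke, and so was the median of the AhR-responsive genes. Without the array labelled 6 week sham m2, the log2 fold changes at 6 weeks were 4.71 for Cyp1a1, 3.09 for Cyp1b1, 1.46 for Nqo1 and 1.56 for Ahrr, whose adjusted p was then 0.00163.

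**Figure D1:**
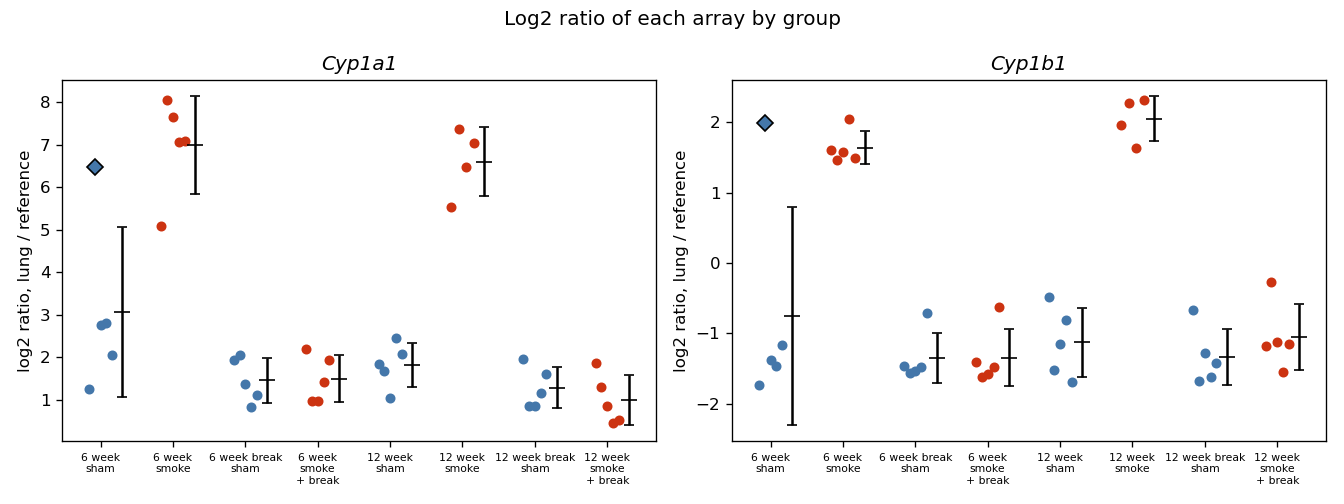
Log2 ratios of lung to reference (y axes) for Cyp1a1 and Cyp1b1 in the 8 groups (x axes). Points are single arrays, black bars are the mean and SD of a group, blue is sham and red is smoke. The diamond is the array labelled 6 week sham m2, at 6.46 and 2.00, within the range of the smoke arrays.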

Genes that are implicated in xenobiotic metabolism, such as *Cyp1a1*, (24-fold), *cytochrome P450, family 1, subfamily b, polypeptide 1 (Cyp1b1*, 7-fold), *Nqo1*, (3-fold) and *aryl-hydrocarbon receptor repressor (Ahrr*, 3-fold), showed the greatest increase in expression in smoke-exposed groups (Table-1). Genes that showed decreased expression in MTS exposed groups include *nuclear antigen SP-100 *(*Sp100*),*T-cell lymphoma invasion and metastasis 1 *(*Tiam1*) and *solute carrier family 12, member 1 *(*Slc12a1*) (between 1.3–1.5-fold down-regulation for all), associated with transcription, signal transduction and transport functions respectively (Table-1). 

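Fewer genes fell than rose, and by smaller amounts. The number of probes that fell at 12 weeks moved with the processing, from 10 to 23 with median centring and 59 with array weights. Sp100, which encodes a protein of nuclear bodies that is induced by interferon, had a log2 fold change of -0.53 at 6 weeks (standard error 0.11, adjusted p = 0.0707, limma) and -0.38 at 12 weeks (standard error 0.12, adjusted p = 0.207). Its 2 other probes had -0.23 and 0.010 at 6 weeks and 0.032 and -0.44 at 12 weeks. Tiam1, an exchange factor for the GTPase Rac, had -0.11 (standard error 0.13, adjusted p = 0.878) and -0.49 (standard error 0.14, adjusted p = 0.131). Slc12a1 was not matched to a probe by its symbol. Adjusted over Table 1 alone, a list chosen on these arrays, 50 of 72 genes passed at 6 weeks and 56 at 12 weeks.
Genes of the extracellular matrix were among those that fell at 12 weeks. Of 51 collagen and fibroblast genes 3 fell and none rose: Col3a1 (-0.80, adjusted p = 0.0275), Pdgfrb, a receptor of pericytes and fibroblasts (-0.61, adjusted p = 0.0266), and Col5a1 (-0.46, adjusted p = 0.047). The camera call of this list (adjusted p = 3.39e-05) was lost with an estimated correlation (adjusted p = 0.11). Ptpro, a receptor tyrosine phosphatase, fell by 0.85 on the log2 scale and Ddah2, which degrades inhibitors of nitric oxide synthesis, fell by 0.50.
Without the array labelled 6 week sham m2, Sp100 at 6 weeks (-0.63, adjusted p = 0.00163) and Tiam1 at 12 weeks (-0.47, adjusted p = 0.0176) passed.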

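The cytokine Il6 and Socs3, a feedback inhibitor of cytokine signalling through Stat3, were both higher after 12 weeks of MTS. The log2 ratio of Il6 to the reference was -0.28 ± 0.43 (SD, n = 4) in 12 week smoke and -1.90 ± 0.60 (SD, n = 5) in 12 week sham, a log2 fold change of 1.63 (standard error 0.30, 3.09-fold, adjusted p = 0.00383, limma). Of the 8 groups, 12 week smoke had the highest mean of Il6 and 12 week sham the lowest. The means were -1.19 in 6 week sham, -1.57 in 6 week break sham and -1.43 in 12 week break sham. The size of the Il6 change therefore rests in part on a low sham group. Socs3 rose 1.77-fold (0.83, standard error 0.13, adjusted p = 0.000638). At 6 weeks Il6 had a log2 fold change of -0.27 (standard error 0.29, adjusted p = 0.859) and Socs3 0.43 (standard error 0.13, adjusted p = 0.278).
The difference between the durations was tested itself. For Il6 it sets the sham group with the lowest mean, at 12 weeks, against the one with the highest, at 6 weeks. For Il6 the change was larger at 12 weeks by 1.90 (95% confidence interval 1.06 to 2.74, adjusted p = 0.593 over all probes and 0.00486 over the genes of Table 1 alone), and for Socs3 by 0.40 (0.030 to 0.77, adjusted p = 0.971 and 0.105). Over the genes of Table 1 alone, which the paper chose on these arrays, 17 of 72 passed for this difference, and 11 when the array labelled 6 week sham m2 was left out, Il6 among them (adjusted p = 0.00846). No probe passed for this difference, with 854 at an unadjusted p under 0.05 (limma). Of 39 genes of IL-6/Stat3 signalling, 3 rose at 12 weeks, Il6, Socs3 and Bcl3 (1.14), and none at 6 weeks (6 changed when adjusted over the list alone at each duration); the list's camera p was 5.42e-05 at 12 weeks and 0.185 at 6 weeks, both adjusted.
In each of the 4 label runs with both groups, Il6 was higher in 12 week smoke than in sham, by 0.75 to 2.07. Without the array labelled 6 week sham m2, Socs3 at 6 weeks had 0.53 (adjusted p = 0.0508).

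**Figure D2:**
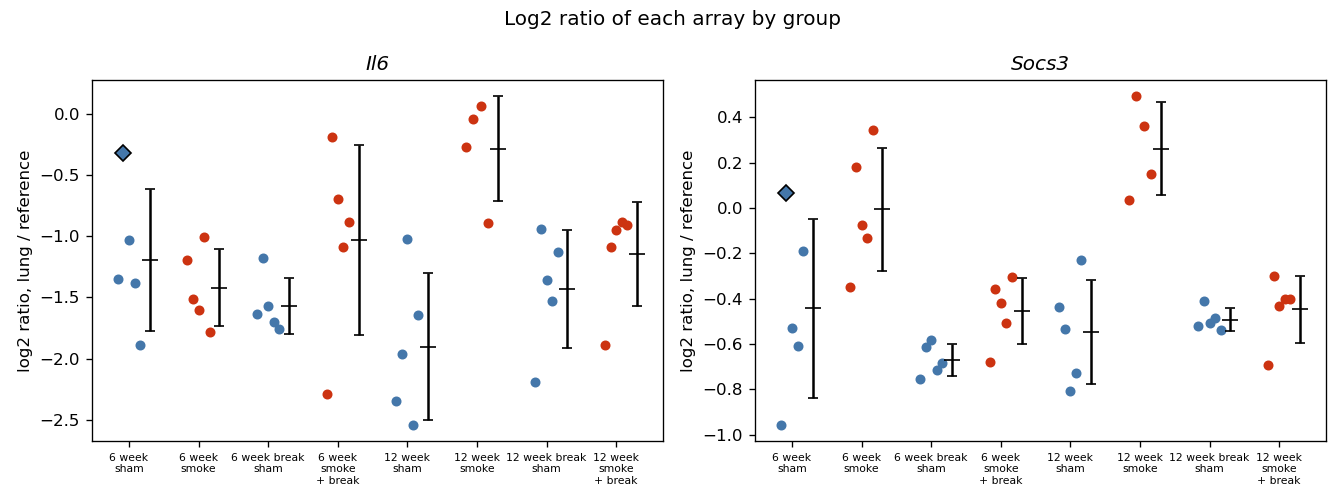
Log2 ratios of lung to reference (y axes) for Il6 and Socs3 in the 8 groups (x axes). Points are single arrays, black bars the mean and SD of a group, blue sham, red smoke, and the diamond the array labelled 6 week sham m2. The 4 arrays of 12 week smoke lie above all 5 of 12 week sham for both genes.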

We also observed time-dependent increases in the expression of some genes including *IL-6 *and *SOCS3*, which were significantly induced only after 12 weeks of exposure to smoke. Table-1 summarizes the genes, fold induction and related functions. In addition, we noted that changes in gene expression were transient and returned to basal levels when MTS exposure was discontinued for all genes (Table-1, columns 2 and 4).

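After the 6 week break no probe passed against break sham. Of the probes called after smoke, 7 of 11 at 6 weeks and 40 of 76 at 12 weeks had a 95% confidence interval after the break that lay within 0.5 times their smoke change, and 0 and 3 had an unadjusted p under 0.05 after the break. Cyp1a1 in mice with 6 weeks of smoke and a break had a log2 fold change of 0.040 against break sham (standard error 0.59), and -0.29 (standard error 0.59) after 12 weeks of smoke and a break. For Nqo1 the values were 0.070 and -0.0040 (standard error 0.19 each), for Hmox1 -0.13 and -0.13 (standard error 0.34 each), and for Socs3 0.22 and 0.046 (standard error 0.12 each). Il6 had 0.54 and 0.29 (standard error 0.28 each), neither past the threshold (adjusted p = 0.999 and 0.888, limma).
Over the 72 matched genes of Table 1, the median absolute log2 fold change was 0.43 after 6 weeks of smoke and 0.10 after the break, and 0.57 and 0.10 for 12 weeks. None passed in either break comparison over all probes. Adjusted over the list alone, which the paper chose on these arrays, 1 passed after 6 weeks of smoke and a break: Banp, with a log2 fold change of -0.59 (adjusted p over the list alone 0.00254). When the array labelled 6 week sham m2 was left out, 3 passed over the list alone after 6 weeks and a break, Banp, Klf9 (-0.59) and Sphk1 (-0.32), and 2 after 12 weeks and a break, Nfic (-0.38) and Sphk1 (-0.35).

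**Figure D3:**
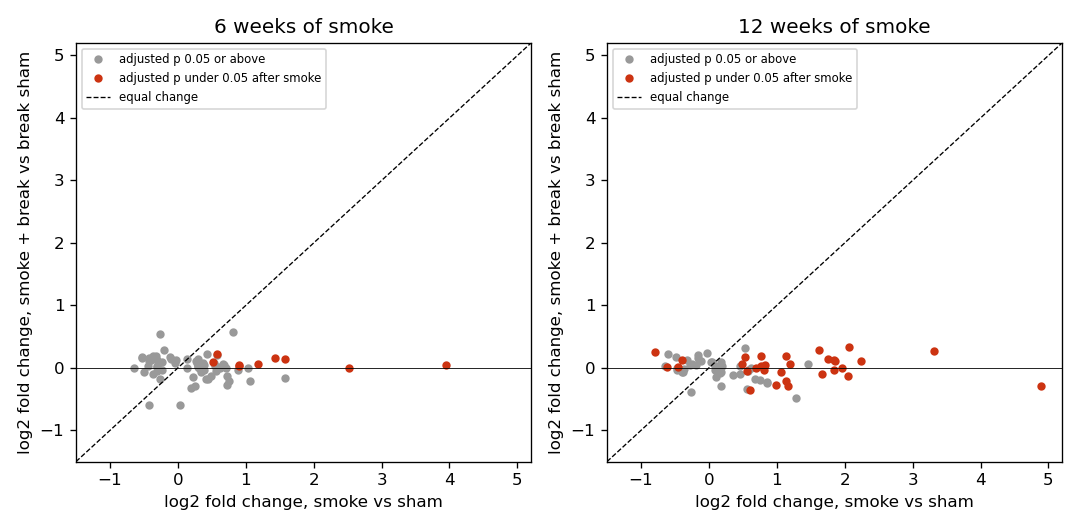
Log2 fold changes of the 72 matched genes of Table 1 after smoke (x axes) and after smoke with a 6 week break (y axes), each against its sham group, for 6 and 12 weeks of exposure. Red points passed an adjusted p of 0.05 after smoke, grey did not, and the dashed line marks equal changes. Cyp1a1, at 3.95 and 4.88 after smoke, lies at 0.040 and -0.29 after the break.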

**Table 1:** Mouse Lung: Significantly differentially expressing genes

**Description**	*Fold change			
**Xenobiotic Metabolism**	**1**	**2**	**3**	**4**
Cytochrome P450, family 1(Cyp1a1)	24.20	-1.02	26.93	-1.11
Cytochrome P450, family 1(Cyp1b1)	7.26	1.05	7.79	1.05
Aryl-hydrocarbon receptor repressor (Ahrr)	2.46	-1.04	3.92	1.13
NAD(P)H dehydrogenase, quinone 1 (Nqo1)	2.64	1.06	3.70	-1.00
**Redox Balance**				
Carbonyl reductase 3 (Cbr3)	3.42	1.11	3.54	-1.03
homolog (S. cerevisiae) (Srxn1)	1.93	1.04	3.23	-1.06
Alcohol dehydrogenase 7 (class IV)(Adh7)	2.15	-1.02	3.22	1.08
Aldehyde dehydrogenase family 3, subfamily A1 (Aldh3a1)	3.08	1.09	3.08	1.07
Aldo-keto reductase family 1	2.03	1.03	2.34	1.09
Thioredoxin reductase 1 (Txnrd1)	2.06	1.03	2.32	1.05
Aldehyde oxidase 1 (Aox1)	1.24	1.08	2.23	1.16
**Glutathione metabolism**				
Glutamate-cysteine ligase, catalytic subunit (Gclc)	2.40	1.00	4.06	1.30
Glutamate-cysteine ligase, modifier subunit (Gclm)	1.87	1.00	2.14	-1.04
Glutathione reductase 1 (Gsr)	1.31	1.06	1.34	-1.00
Glutathione S-transferase, theta 2 (Gstt2)	-1.38	1.08	-1.05	1.12
**Oxidative stress, Inflammatory pathways**				
Heme oxygenase (decycling) 1 (Hmox1)	2.32	-1.09	4.41	-1.08
Interleukin 6 (Il6)	1.06	1.38	2.48	1.12
Prostaglandin-endoperoxide synthase 2 (Ptgs2)	1.87	1.47	2.91	1.13
Suppressor of cytokine signaling 3 (Socs3)	1.41	1.16	1.70	1.05
Lectin, galactose binding, soluble 3 (Lgals3)	1.55	-1.09	1.53	-1.11
Tumor necrosis factor, alpha-induced protein 2 (Tnfaip2)	1.53	1.16	1.30	-1.05
Paraoxonase 3 (Pon3)	1.31	1.01	1.43	1.14
**Molecular chaperones**				
Heat shock protein 1A (Hspa1a)	2.37	-1.22	2.69	-1.46
Heat shock 70 kDa protein 4 like (Hspa4l)	1.52	-1.01	1.79	-1.03
**Development**				
keratin complex 1, acidic, gene 19 (Krt1-19)	1.60	1.05	1.68	-1.02
ADP-ribosylation factor related protein 2 (Arfrp2)	-1.60	-1.02	-1.40	-1.08
Procollagen, type V, alpha 1 (Col5a1)	-1.24	1.07	-1.38	-1.01
**Signal transduction pathways**				
Mitogen-activated protein kinase kinase kinase 6 (Map3k6)	1.44	-1.12	1.79	-1.17
PH domain and leucine rich repeat protein phosphatase	1.64	-1.03	1.12	-1.04
Breast cancer anti-estrogen resistance 3 (Bcar3)	1.30	-1.10	1.56	-1.02
Inosine triphosphatase (nucleoside triphosphate pyrophosphatase) (Itpa)	1.22	1.08	1.06	1.01
Cytoplasmic tyrosine kinase, Dscr28C related (Drosophila) (Tec)	-1.25	-1.03	1.04	1.08
Serine/threonine kinase 4 (Stk4)	1.47	1.01	-1.04	-1.17
Immediate early response 3 (Ier3)	1.42	1.03	1.47	-1.23
Sphingosine kinase 1 (Sphk1)	1.23	-1.24	1.51	-1.26
Platelet derived growth factor receptor, beta polypeptide (Pdgfrb)	-1.42	1.02	-1.50	1.07
**Transport**				
Chloride channel 2 (Clcn2)	-1.39	1.05	-1.07	1.06
Solute carrier family 12, member 1 (Slc12a1)	-1.57	1.02	-1.04	1.26
**Transcription**				
Nuclear antigen Sp100 (Sp100)	-1.55	1.11	-1.32	1.00
Chromatin accessibility complex 1 (Chrac1)	1.47	1.07	1.03	-1.11
X-box binding protein 1 (Xbp1)	1.36	-1.14	1.18	-1.10
TAF9 RNA polymerase II, TATA box binding protein (TBP)-associated	1.29	1.07	1.30	1.04
Transcription factor E2a (Tcfe2a)	-1.29	-1.02	-1.35	-1.08
**Structure**				
LIM-domain containing, protein kinase (Limk1)	1.49	1.06	1.30	-1.14
DIX domain containing 1 (Dixdc1)	-1.31	1.20	-1.41	1.16
Ankyrin 3, epithelial (Ank3), transcript variant 1	-1.14	1.09	-1.27	1.10
**Oncogene, tumour suppressor**				
B-cell leukemia/lymphoma 3 (Bcl3)	1.73	1.00	2.13	-1.15
T-cell lymphoma invasion and metastasis 1 (Tiam1)	-1.19	1.13	-1.45	1.10
Kruppel-like factor 9 (Klf9)	1.02	-1.47	1.01	-1.32
**Others**				
Growth arrest and DNA-damage-inducible 45 gamma (Gadd45g)	1.21	-1.01	1.95	-1.18
Enoyl Coenzyme A hydratase domain containing 3 (Echdc3)	-1.50	1.13	-1.12	1.13
Cathepsin D (Ctsd)	1.54	-1.05	1.46	1.03
Angiomotin like 2 (Amotl2)	1.47	1.15	-1.02	-1.02
Glucose-6-phosphate dehydrogenase X-linked (G6pdx)	1.42	-1.00	1.20	-1.05
TG interacting factor (Tgif)	-1.06	1.07	1.33	-1.01
Nucleolar protein 5A (Nol5a)	1.31	1.02	1.03	-1.10
Protein-O-mannosyltransferase 1 (Pomt1)	-1.24	1.02	-1.03	1.05
Chitinase 3-like 3 (Chi3l3)	3.19	-1.12	2.91	1.25
Leukotriene C4 synthase (Ltc4s)	1.81	-1.06	1.19	1.10
ATPase, H+ transporting, V0 subunit D, isoform 2 (Atp6v0d2)	1.76	-1.15	1.58	-1.13
Cold inducible RNA binding protein (Cirbp)	-1.48	1.14	-1.58	1.06
**Unknown and RIKENS**				
Lung-inducible neuralized-related C3HC4 RING domain protein (Lincr)	1.45	1.08	1.22	-1.04
Selenocysteine lyase (Scly)	-1.29	1.14	-1.26	1.00
RIKEN cDNA B230118H07 gene	-1.07	1.08	-1.29	1.12
RIKEN cDNA 1110019L22 gene	1.13	1.02	-1.22	-1.27
Zinc finger CCCH type, antiviral 1 (Zc3hav1)	-1.33	-1.06	-1.18	-1.02
RIKEN cDNA 9830165K03	-1.40	1.12	-1.18	1.02
RIKEN cDNA 2310007H09 gene	-1.38	1.11	-1.07	1.11
mRNA for mKIAA1201 protein	-1.31	1.09	-1.36	1.00
Oolfactory receptor 1286 (Olfr1286)	-1.87	1.17	1.06	-1.04
Procollagen, type III, alpha 1 (Col3a1)	-1.59	-1.05	-1.77	1.17
RIKEN cDNA 1190002H23 gene	-1.25	-1.14	1.73	-1.06
4 days neonate male adipose cDNA, RIKEN	1.23	-1.54	1.15	-1.70
Roundabout homolog 2 (Drosophila) (Robo2)	-1.66	1.04	-1.18	1.22
Adult male urinary bladder cDNA, RIKEN	1.11	1.12	-1.04	^-1.64^
RIKEN cDNA 1700012B18 gene	1.33	-1.23	2.25	-1.21
Btg3 associated nuclear protein (Banp)	-1.36	-1.48	1.16	1.06
RIKEN cDNA 9130213B05 gene	1.39	1.00	1.52	-1.01
E74-like factor 3 (Elf3)	1.51	1.03	1.47	^1.06^

* **1**. 6 weeks smoke, **2**. 6 weeks smoke followed by 6 weeks break, **3**. 12 weeks smoke

**4**. 12 weeks smoke followed by 6 weeks break

Hierarchical cluster analysis was conducted on the average expression for individual genes within each experimental condition. Clustering was based on the expression pattern of all genes on the array (22,000, Figure 1A) or using genes that are statistically significantly differentially expressing from select functional groups (Figure 1B). 

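The mean log2 ratios of the 8 groups over all probes were clustered by 1 minus Pearson's correlation of probe-centred values and average linkage. Correlations across probes were low, and probes are not independent replicates. The closest pair was 6 week smoke with 12 week smoke (r = 0.13), in both of which Cyp1a1, Cyp1b1, Aldh3a1, Cbr3 and Nqo1 rose. The 6 week and 12 week shams joined each other next among the groups without a break, and then joined the smoke groups. The first division of the tree separated these 4 groups from the 4 break groups. The paper's text names no distance or linkage. With Euclidean distance the first division separated 6 week smoke and 12 week smoke from the 6 others. Restricted to genes of Table 1, a choice made after the data were seen, it separated 6 week smoke, 12 week smoke and 6 week sham, the group of the array labelled m2, from the rest.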

The main branch of the tree split the samples collected immediately following smoke exposure from the other groups (Figure 1A). 

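The 6 week smoke and break group joined its own break sham (r = 0.064), and the 12 week smoke and break group joined this pair before the 12 week break sham did. Genes of the circadian clock differed between groups with and without a break in sham mice too. Per2, a repressor of the clock named after its values were seen, had a log2 difference of break sham from sham of -1.77 at 6 weeks (adjusted p = 0.000102) and -1.79 at 12 weeks (adjusted p = 0.000175, limma). For Dbp, a clock-controlled transcription factor, the differences were -0.99 and -0.98 (adjusted p = 0.00361 and 0.00957). Per2 was lower in break sham in all 9 comparisons that could be made within a label run and duration.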

Lungs samples from mice exposed to smoke and collected following a 6 week break period clustered alongside controls. Pathway Studio (version-5, Ariadne Genomics Inc.) was used to identify specific biological pathways associated with the differentially expressed genes. One single network was generated using the direct interaction algorithm for the differentially expressed genes in the MTS exposure group. This network included two core modules (Figure 2) relating to the xenobiotic response pathway, and inflammation, cell survival and proliferation pathways.

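Of the 4 matched genes in the xenobiotic section of Table 1, 3 rose at 6 weeks and all 4 at 12 weeks, and of 7 in its oxidative stress and inflammation section, 1 rose at 6 weeks and 6 at 12 weeks (without the array labelled 6 week sham m2, 4 of 4 and 3 of 7 passed at 6 weeks); the paper chose these sections on the same arrays. The median log2 fold change of the 11 AhR-responsive genes was 0.75 at 6 weeks and 1.01 at 12 weeks, and that of the 41 Nrf2 genes 0.21 and 0.41. For the 39 genes of IL-6/Stat3 signalling the medians were 0.048 and 0.15. Bcl3, a regulator of NF-kappaB in this list, rose 2.20-fold at 12 weeks (adjusted p = 9.49e-05, limma).
Lists of genes of cell growth and survival were tested as well. Of 26 genes of the p53 and DNA damage response 1 rose at 12 weeks, Gadd45g (0.99, adjusted p = 0.00196), with an adjusted camera p of 0.332 for the list. Of 42 proliferation genes none passed at either duration; the list shifted downward at 6 weeks (median -0.13, adjusted p = 5.54e-08), which was lost with an estimated correlation (adjusted p = 0.119), and at 12 weeks its median was 0.010 while the test pointed downward (adjusted p = 0.753). Of 32 immediate early genes Gadd45g alone rose at 12 weeks, and the camera call (adjusted p = 0.00377) was lost with an estimated correlation (adjusted p = 0.30). Of 26 genes of the unfolded protein response none passed (adjusted camera p = 0.0413 at 12 weeks, and 0.186 with an estimated correlation).

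**Figure D4:**
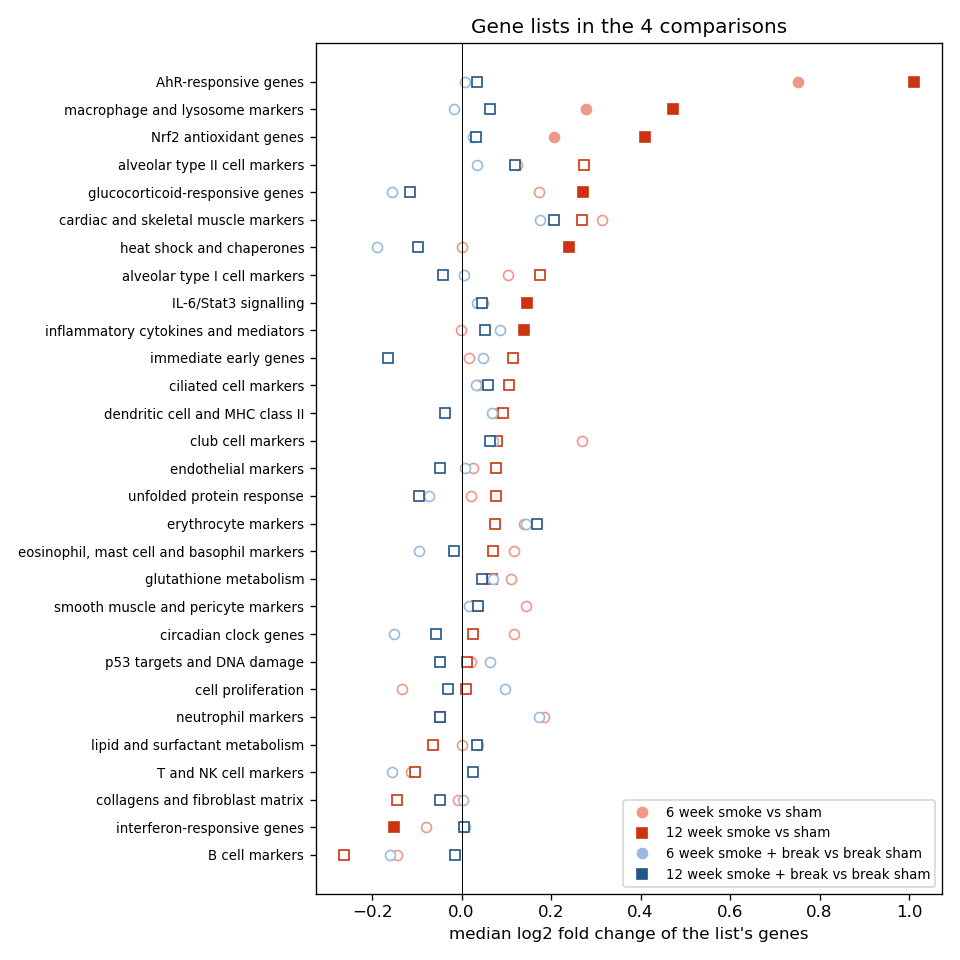
Median log2 fold change (x axis) of the measured genes of each of 29 lists (y axis) in the 4 comparisons of smoke with sham and of smoke and break with break sham. Filled symbols passed an adjusted p of 0.05 both with camera's preset and with an estimated correlation, open symbols did not. AhR-responsive genes have the largest medians, 0.75 and 1.01, and no list is filled in the break comparisons.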

**Figure 1:**
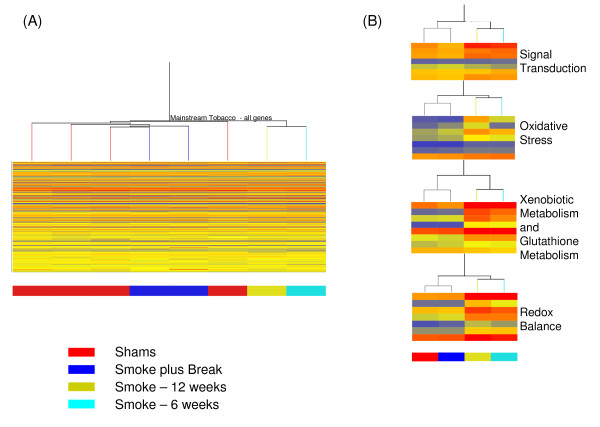
**Hierarchical cluster analysis of samples grouped into the 4 control and 4 treatment groups**. A. Cluster analysis of all genes present on the chip. B. Heat maps represent select genes (statistically differentially expressing, Table-1) from signal transduction, redox balance, oxidative stress and xenobotic metabolism processes. Red bars represent high expression levels, blue represent low expression levels and yellow bars are similar to the normalized median gene expression values.

**Figure 2:**
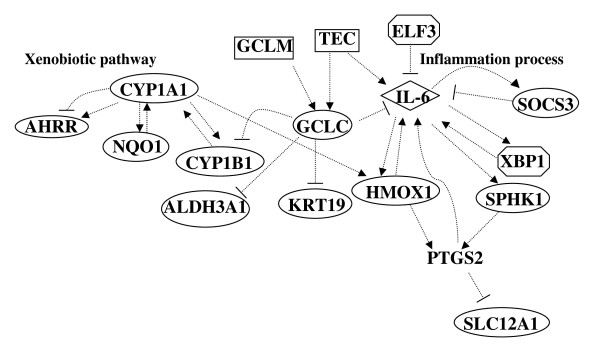
**Gene networks derived from direct interactions mined in PathWay Studio using the list of significantly differentially expressed genes in the treated groups**. The arrow heads indicate positive regulation. --| indicates negative regulation.

Real time RT-PCR was performed to validate the expression levels of select differentially expressed genes identified by microarray analyses on the same RNA samples used for microarray analysis (Figure 3). Results confirmed the up-regulation of *Cyp1A1, Cyp1B1, Nqo1, thioredoxin reductase 1 (Txnrd1), Hmox1, IL-6, SOCS3 *and *prostaglandin-endoperoxide synthase 2 (Ptgs2) *in 6 and 12 weeks MTS exposed samples. In concordance with the microarray results, changes were mostly reversed following smoking cessation. Gene expression changes for *Cyp *genes, *IL-6 *and *SOCS3 *were also confirmed by RT-PCR in lung tissues of the same strain of female mice exposed to MTS using an identical exposure system and experimental design (data not shown).

**Figure 3:**
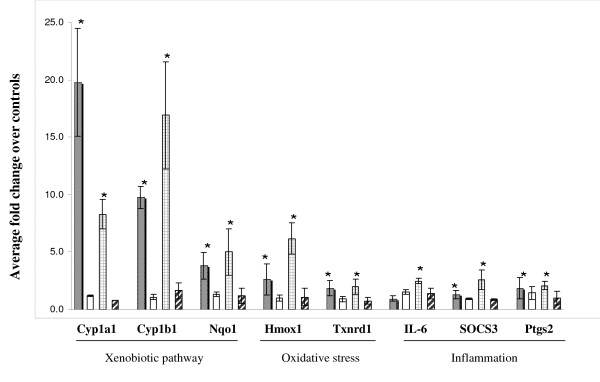
**Validation of microarray results. Data are presented as fold change relative to sham controls. (n = 5 mice/group, ± SEM)**. Gray bars: 6 weeks smoke. White bars: 6 weeks smoke + 6 weeks break. Bars with hatched lines: 12 weeks smoke. Bars with diagonal lines: 12 weeks smoke + 6 weeks break. * indicates significant results.

### BALF inflammatory profile

To assess the inflammatory response to tobacco smoke exposure in mouse lungs, inflammatory cell counts were performed on the BALF. Total BALF cell count (Figure 4A) and total number of mononuclear cells (Figure 4B) each increased by approximately 1.5 fold at 6 weeks, and increased by 2 and 3 fold respectively following 12 weeks of cigarette smoke exposure. There was also a subtle increase in the total amount of protein at 12 weeks (Figure 4C). However, no changes were observed in total number of neutrophils (data not shown).

**Figure 4:**
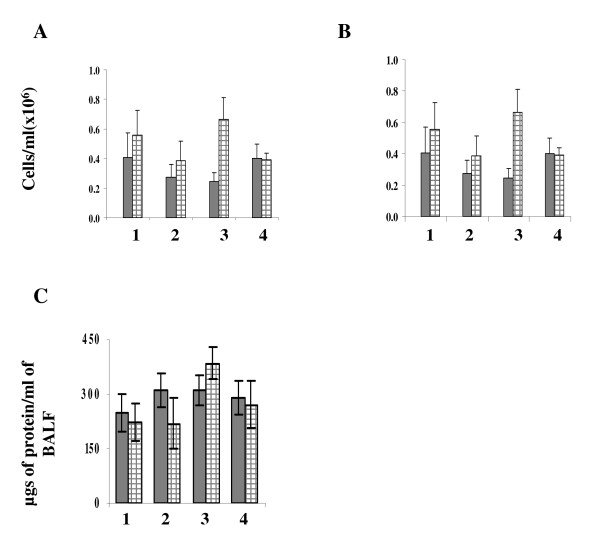
**Inflammatory profile in the bronchoalveolar lavage (BAL) fluid. Sham (gray bars) and MTS exposed (bars with hatched lines)**. BAL was performed at the indicated time points and total BAL cells (A), mononuclear cells (B) and total amount of protein (C) was analysed. Error bars represent SEM, n = 5/group. 1: 6 weeks smoke. 2: 6 weeks smoke + 6 weeks break. 3: 12 weeks smoke. 4: 12 weeks smoke + 6 weeks break.

### Activation of IL-6/signal transducer and activator of transcription (Stat) pathway

IL-6 has been implicated in the promotion of inflammation, cell proliferation and differentiation [39]. Since our microarray data showed induction of *IL-6 *mRNA in response to cigarette smoke, we examined IL-6 protein levels in lung tissue extracts and BALF by ELISA. In alignment with the microarray results (Table-1), there was no increase in total IL-6 antigen in samples collected following 6 weeks exposure to MTS (Figure 5). However, at 12 weeks, total IL-6 antigen levels increased 4-fold compared to matched controls. In contrast, IL-6 was below detection levels in BALF (data not shown, not enough repeats).

**Figure 5:**
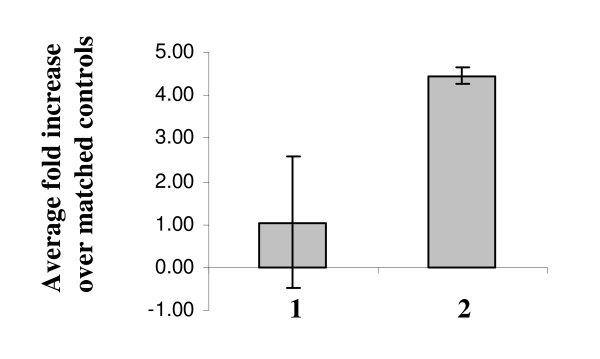
**Total immunoreactive IL-6 in lung tissue extracts**. Data represent fold change relative to sham controls (n = 5, ± SEM). 1: 6 weeks smoke. 2: 12 weeks smoke.

Activation of the Janus family of tyrosine kinase (JAK)/Stat pathway is critical for IL-6 signalling. IL-6-induced activation of Stat3 is believed to contribute to cell proliferation and anti apoptotic activities by inducing BCL-XL and MCL-1 expression. To explore the potential repercussions of increased expression of IL-6 at 12 weeks following MTS exposure, we examined the levels of protein expression of some downstream targets of IL-6 by Western blotting. While there was no significant change in the total amount of Stat3 protein, an increase in phosphorylated Stat3 (2-fold) was observed as early as 6 weeks. This increase was sustained at 12 weeks. The increase in phosphorylated Stat3 was accompanied by a concomitant increase in total levels of BCL-XL and MCL-1 protein at 12 weeks only. We then investigated total levels of JAK-1 and Gp-130 proteins and their phosphorylation status in lung tissue extracts. However, we found no change in total levels of either protein (Figure 6). In addition, we did not see any differences in levels of phosphorylation of JAK-1 or Gp-130 among the treatment groups (data not shown).

**Figure 6:**
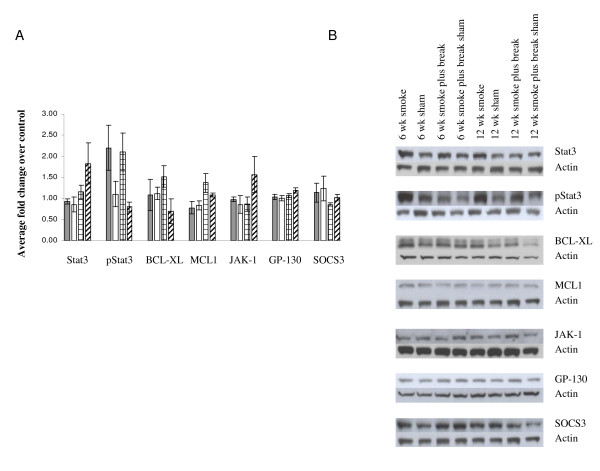
**(A) Quantification of Western blot for select proteins in lung tissue extracts**. Data are presented as fold change relative to sham controls (n = 5 mice/group, ± SEM). Gray bars: 6 weeks smoke. White bars: 6 weeks smoke + 6 weeks break. Bars with hatched lines: 12 weeks smoke. Bars with diagonal lines: 12 weeks smoke + 6 weeks break. (B) Gel photo of Western blots for each protein quantified.

Lastly, we analysed SOCS3 protein levels. There was no change in total SOCS3 antigen levels following 6 weeks exposure to MTS. However, levels of SOCS3 protein were reduced slightly following 12 weeks exposure relative to shams. Despite an increase in *SOCS3 *mRNA at 12 weeks, total SOCS3 protein levels decreased, suggesting the involvement of post transcriptional regulators of SOCS3. It has been reported that the inhibitory activity of SOCS3 on IL-6 is antagonized by its phosphorylation. However, we were unable to detect any phosphorylated SOCS3 (data not shown), suggesting that other inhibitory mechanisms could be involved.

## Discussion

Tobacco smoke is a complex mixture of gases, suspended particulate material and condensed organic compounds. Exposure to MTS results in a very complex physiological response involving numerous genes and signalling pathways. Global gene expression analysis using high density microarrays provides the unique advantage of studying multi-phasic responses of lungs to cigarette smoke. Changes in gene expression are presumed to occur in the early stages of disease development and may therefore be useful for predicting and understanding eventual disease outcome.

We carried out global transcriptional profiling of lung samples from adult male mice exposed sub-chronically to MTS and sacrificed 3 hours following the final cigarette exposure or subsequent to 6 weeks of smoking cessation. Our results revealed statistically significant changes in gene expression for 79 genes. Of these, 52 genes (69%) represented increased expression following either 6 or 12 weeks of MTS exposure (Table-1). Cluster analysis of all genes on the array, and of differentially expressed genes only, revealed that the primary factor influencing transcription profile was exposure to MTS. Inside the two main branches, all samples clustered tightly within their respective groups. 

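Single arrays were compared by the correlation of probe-centred log2 ratios across probes. The mean correlation was 0.0025 over 76 pairs of arrays of the same group, 0.090 over 132 pairs of another group in the same label run, and -0.055 over 533 pairs of another group and run. For 5 of 39 arrays the closest array was one of their own group, and 4 of 9 smoke arrays were closest to another smoke array. After the label run was removed, the mean correlation within groups was 0.066, the closest array was in the same group for 18 of 39, and 8 of 9 smoke arrays were closest to another smoke array. Among single genes, Cyp1a1, Cyp1b1, Ahrr, Nqo1, Hmox1, Il6 and Socs3 did not overlap between 12 week smoke and 12 week sham, and Tnfaip2 and Chrac1 did not overlap between 6 week smoke and 6 week sham.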

Exposed lung samples collected following the cessation period clustered on the same main branch as the control groups, and alongside (but on different branches from) their respective controls (Figure 1A). No genes were statistically significantly differentially expressed in the groups of mice exposed to smoke followed by a 6 week break, compared with time-matched shams. Therefore, a break of 6 weeks generally led to a return of gene expression to basal levels, providing biological evidence to support the benefits of smoking cessation on pulmonary health. 

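No probe passed in either comparison of smoke and break with break sham (limma, 17560 probes). At an unadjusted p under 0.05 there were 758 probes after 6 weeks of smoke and a break and 1129 after 12 weeks. Among the named genes the smallest adjusted p were those of Nr1d1, a repressor of the clock, with a log2 fold change of -0.83 (standard error 0.15, adjusted p = 0.0789) and Banp (-0.59, adjusted p = 0.31) after 6 weeks, and Nfic (-0.38, adjusted p = 0.489) after 12 weeks. The AhR-responsive genes had medians of 0.0068 and 0.035, the Nrf2 genes 0.025 and 0.031, and macrophage and lysosome markers -0.017 and 0.063, with adjusted camera p of 0.287 or above. For the AhR genes the test pointed downward although the medians were above 0.
By camera 8 lists were called after 6 weeks and a break and 4 after 12 weeks and a break, and none of them with an estimated correlation. Heat shock genes were lower in both (medians -0.19 and -0.097), with adjusted p of 0.0962 and 0.715 with an estimated correlation. When the array labelled 6 week sham m2 was left out, Nr1d1 passed after 6 weeks of smoke and a break (adjusted p = 0.0284). In simulated data with no change, 0 probes were called in the 6 week break comparison.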

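The loss of the response after the break was tested as the change with a break minus the change without one. At 12 weeks 12 probes passed, all smaller after the break. They include Cyp1a1 (difference -5.17, 95% confidence interval -6.93 to -3.41, adjusted p = 0.00474), Cyp1b1 (-3.04), Nqo1 (-1.97), Cbr3 (-1.87), Srxn1 (-1.78), Aldh3a1 (-1.72), Osgin1, an inhibitor of growth under oxidative stress (-1.47), Bcl3 (-1.35), Gadd45g (-1.26), Txnrd1 (-1.13) and Sphk1, sphingosine kinase 1 (-0.96, adjusted p = 0.00518, limma). For Hmox1 the difference was -2.18 (adjusted p = 0.0991), for Socs3 -0.78 (adjusted p = 0.0991) and for Il6 -1.34 (adjusted p = 0.341). At 6 weeks none passed, with 1149 at an unadjusted p under 0.05 (limma); the difference was -3.91 for Cyp1a1 (adjusted p = 0.258).
All 76 probes called after 12 weeks had a smaller absolute log2 change after the break (median 0.12 against 0.78), and so did all 11 called after 6 weeks (0.070 against 0.90); 44 of the 76 and 10 of the 11 kept their sign. These probes were chosen for a large change after smoke, which by itself makes a smaller change elsewhere more frequent. Leaving out the array labelled 6 week sham m2, 12 probes passed for the difference at 6 weeks and 27 at 12 weeks.
The paper found no changed genes in the mice with a break, and their samples clustered on the branch of the controls. From this it concludes that a break of 6 weeks generally brought expression back to basal levels. It reads this as biological evidence for a benefit of stopping smoking. Its RT-PCR also showed that most changes were reversed after the break.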

Similar results showing reversal of changes in gene expression following smoking cessation have been documented in rat lungs [40].

Several genes identified in this study (Table-1) have also been described by others. These include genes involved in the metabolism of polycyclic aromatic hydrocarbons present in the smoke, oxidative stress, redox regulation and inflammation [25,41-45], suggesting commonality in responses to tobacco smoke regardless of study design and species. However, the magnitude and timing of expression of select genes within these pathways differs between studies. Our results revealed well-orchestrated multi-phase responses in lungs to tobacco smoke. For example, we found: (a) early and sustained (Cyp genes, 6 and 12 weeks) up-regulation of genes involved in the xenobiotic metabolism pathway; (b) increases in the expression of genes that are implicated in oxidative stress (*Hmox-1*, *Txrnd1*) over time; and (c) up-regulation of genes implicated in inflammation processes (*IL-6*, *SOCS3*) at the later time point exclusively. 

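Detoxification, oxidative stress and inflammation genes are taken in turn. (a) Cyp1a1 and Cyp1b1 rose at 6 and at 12 weeks, and their changes at the 2 durations differed by 0.93 (95% confidence interval -0.83 to 2.69) and 0.80 (-0.31 to 1.92). (b) Txnrd1, thioredoxin reductase 1, rose 1.86-fold at 6 weeks (log2 fold change 0.90, standard error 0.14, adjusted p = 0.00104) and 2.29-fold at 12 weeks (1.19, standard error 0.14, adjusted p = 1.14e-05), a difference of 0.30 (-0.10 to 0.69). Hmox1 had 0.72 at 6 weeks (standard error 0.34, adjusted p = 0.57) and rose 4.13-fold at 12 weeks (2.05, standard error 0.36, adjusted p = 0.00198), a difference of 1.32 (0.32 to 2.32, adjusted p = 0.971 over all probes and 0.0483 over the genes of Table 1 alone, limma). (c) Ptgs2 had 0.81 at 6 weeks (adjusted p = 0.34) and rose 3.64-fold at 12 weeks (adjusted p = 0.000174), a difference of 1.06 (adjusted p = 0.971 and 0.0403).
The lists of Nrf2 and AhR-responsive genes had larger changes at 12 than at 6 weeks by camera (median differences 0.24 and 0.28), calls that were lost with an estimated correlation (adjusted p = 0.147 and 0.124). In the array labelled 6 week sham m2, Hmox1 had a log2 ratio of 1.49 against -1.49 to -1.23 in the 4 other arrays of its group. Without it Hmox1 at 6 weeks had 1.25 (standard error 0.20, adjusted p = 0.00131), and the differences between durations were 0.090 for Cyp1a1, 0.17 for Cyp1b1, 0.10 for Txnrd1 and 0.74 for Hmox1 (adjusted p over the genes of Table 1 alone 0.0623). For Ptgs2 the difference without this array was 0.84, which did not pass over the genes of Table 1 alone (adjusted p = 0.0944, limma).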

Paradoxically, both cytokine *IL-6 *and its antagonist, *SOCS3*, were up-regulated simultaneously at 12 weeks (Table-1), which has not been reported by previous studies.

Elevated IL-6 concentrations have been associated with infection and inflammation in a variety of disease conditions [46-48]. IL-6 plays an important role in chronic diseases by inducing acute phase proteins, producing autoantibodies, and regulating local inflammatory events and associated systemic symptoms [49-51]. IL-6 is therefore targeted for therapeutic management of infectious and inflammatory diseases [52,53]. In a classical IL-6 signalling pathway, cytokine IL-6 secreted by monocytes or macrophages binds to its cell surface receptor IL-6Rα. A homodimer of signal transducer Gp-130 is then recruited to the IL-6-IL-6Rα complex and JAK-1 is activated. Once activated, JAK-1 in turn activates transcription factor Stat3 by phosphorylation. Phosphorylated Stat3 is dimerized and translocated to the nucleus where it induces transcription of a series of genes that include Bcl2, BCL-XL, Junb and MCL-1, all of which promote growth and inhibit apoptosis [54,55]. Therefore, our findings of transcriptional upregulation of IL-6 in mouse lung following 12 weeks of MTS exposure, along with concomitant increases in IL-6 antigen, phosphorylated Stat3, MCL-1 and BCL-XL protein levels, support the classic IL-6 signalling pathway. In this model, IL-6 plays a protective role via promotion of proliferation and inhibition of apoptosis. Our results are substantiated by other similar studies in the literature. For example, the IL-6/STAT3 pathway mediates survival of human bronchial epithelial cells following cigarette smoke condensate -induced DNA damage [56]. Over-expression of the activated form of STAT3 in alveolar type II epithelial cells leads to pulmonary inflammation and tumorigenesis in STAT3 transgenic mice [57]. Increased mRNA expression of STAT3 and a few of its downstream targets have previously been observed in lung tissues of smokers suffering from COPD [58].

In an alternate signalling pathway, called trans-signalling, free serum IL-6 can bind to soluble IL-6Rα and the resulting complex can signal any cell (many of which are unresponsive to IL-6 alone) that expresses Gp-130 at its surface. IL-6 trans-signalling is responsible for most of the harmful effects of IL-6 related to inflammation. In many chronic inflammatory diseases, including chronic inflammatory bowel disease, peritonitis, rheumatoid arthritis, asthma, as well as colon cancer, IL-6 trans-signalling promotes transition from acute to chronic inflammation and thereby aids in the maintenance of a disease state [59].

In many local acute inflammatory stages, early leukocyte recruitment is characterized by accumulation of neutrophils, marking the initiation of inflammation. At later stages of the inflammation process, these neutrophils are replaced by a more sustained population of mononuclear cells. It has been suggested that the switch in the leukocyte recruitment pattern determines clearance of inflammation and restoration of tissue homeostasis [60]. IL-6 regulates this transition during acute inflammatory processes and therefore plays a role in the resolution of acute inflammation [61,62]. However, in chronic conditions, altered IL-6 expression or function may lead to loss of this delicate balance and subsequent disease progression.

Tobacco smoke has been shown to have a suppressive effect on inflammatory mediators such as IL-6 in some models. In BALF and alveolar macrophages derived from rats exposed acutely to tobacco smoke, degradation of IL-6 and decrease in its activity was observed [63,64]. In contrast, IL-6 levels in human blood were unaffected by tobacco smoke exposure [65] suggesting that the acute effects of MTS on IL-6 is local or that other cells in blood may mediate the IL-6 levels.

Induction of IL-6 at 12 weeks in our model suggests that continued exposure of these mice to MTS may induce other pathways that initiate inflammatory processes. Alternatively, increased expression of molecules such as Txnrd1 and Hmox-1, both of which are up-regulated in response to MTS in our model (Table-1, Figure 3) may counteract inflammatory signals. In C57BL6/J mice, intra peritoneal injection of recombinant human Txnrd1 or in human Txnrd1 transgenic mice resulted in a reduction in cigarette smoke-induced lung inflammation and emphysema [43]. Hmox-1 is known to protect against inflammation. In a study where mice were exposed to cigarette smoke in presence of Hmox-1 inducers, Hmox-1 induction prevented B-cell infiltrates, similar to the lymphoid follicles found in COPD patients [66], and is thus suggested to play a role in COPD development. COPD is a disease driven by chronic inflammation. We have previously demonstrated down-regulation of plasminogen activator inhibitor-1 (PAI-1), following 6 weeks of exposure to MTS in heart tissue derived from the same mice [26], further supporting our observations on the lack of inflammation in mice exposed to MTS. PAI-1 is an acute phase response gene, which also plays a role in the inflammation process.

Chronic exposure to cigarette smoke leads to lung inflammation and decreased lung function, and is one of the major risk factors for developing COPD. The lack of inflammation observed in our model could be attributed to the non-chronic nature of the exposure protocol used in the present study. Similar suppression of inflammation in response to smoke has been observed previously. In a comparative study, Meng et al. [67] exposed mice to smoke, lipopolysaccharide (LPS), or a combination of smoke plus LPS, using a nose-only inhalation exposure system. Lung tissues were analyzed using Affymetrix GeneChip microarrays. The authors found up-regulation of a small number of genes involved in inflammation in the smoke-exposed group compared to a more robust response in the LPS group. In addition, the number of neutrophils in BALF was also reduced in smoke-exposed mice. However, pulmonary macrophages and levels of IL-6 were elevated in response to smoke [67]. In another study, Stevenson et al. reported time-dependent changes in the expression of genes involved in stress response and inflammation [68]. These results were further supported by histological alterations and changes in cytokine response. Despite the very prominent inflammatory changes observed in this model, there was no increase in IL-6 level in either BALF or lung homogenates [68]. These results suggest that more acute and chronic exposures are needed to address the role of IL-6 in smoke-induced lung and systemic inflammation.

Several studies have reported that the pro- and anti-inflammatory activities of IL-6 can be modulated by other effectors, including members of the SOCS family. SOCS3 is an IL-6 responsive gene and is a specific inhibitor of the IL-6/Stat3 signalling pathway [69]. Under physiological conditions, the IL-6/JAK/Stat3 pathway induces expression of SOCS3, which then binds tyrosine 759 of membrane protein Gp-130, inhibits activation of JAK-1, and hence blocks IL-6 signalling in a classic feed-back loop [69]. In macrophages, SOCS3 has been shown to regulate the contradictory pro- and anti-inflammatory actions of IL-6. Mutations in the SOCS3 binding site of Gp-130, or complete lack of SOCS3 in macrophages, results in suppression of LPS-induced TNF production by IL-6 [69]. Specific deletion of SOCS3 in macrophages and neutrophils results in resistance to acute inflammation induced by LPS. These results clearly demonstrate the role of SOCS3 in the inflammatory process and suggest that the absence of SOCS3 may contribute to anti-inflammatory activities of IL-6. However, inhibition of SOCS3 is also implicated in tumor progression and malignancy. In human cholangiocarcinoma, sustained IL-6/Stat3 signalling, enhanced Mcl-1 expression and resistance to apoptosis, is attributed to epigenetic silencing of SOCS3 by promoter hypermethylation [70]. SOCS3 is also silenced by hypermethylation in a human lung cancer cell line [71].

In the present study, despite the dramatic increase in mRNA expression of SOCS3 following 12 weeks of MTS exposure, SOCS3 protein levels decreased in total lung extracts, suggesting post-transcriptional regulation of SOCS3 expression. Although we could not confirm the phosphorylation of SOCS3 in our model, SOCS3 phosphorylation has been shown to decrease the half life of the protein [72]. This, in turn, may lead to sustained IL-6 signalling and malignant transformation of cells. In our study, we observed gradual increases in MCL-1 and BCL-XL protein levels, both of which are implicated in cancer progression.

One of the main limitations of the present study is that the microarray experiments were conducted using total RNA from whole lung tissues rather than on individual pulmonary cell types. Consequently, the observed changes in gene expression may reflect changing cell numbers in the lung at the time of sampling. 

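Macrophage and lysosome markers were higher after MTS. Of 43 measured, 5 rose at 12 weeks (18 changed when adjusted over the list alone): Gpnmb, a glycoprotein of activated macrophages (log2 fold change 1.21), Ctss, cathepsin S (1.11), Trem2, a lipid receptor of macrophages named after its value was seen (0.75), Pparg, a transcription factor of alveolar macrophages and lipid storage (0.71), and Ctsd, cathepsin D (0.69). None passed at 6 weeks over all probes (12 adjusted over the list alone). The list shifted upward at both durations, with medians of 0.28 and 0.47 and adjusted p of 4.95e-13 and 4.2e-16 (camera), and its median was above 0 in 4 of 4 label runs at each duration. Of 19 dendritic cell and MHC class II genes, Zbtb46 (1.11) and Ccl17 (0.71) rose at 12 weeks, with an adjusted list p of 0.0551.
Markers of other cell types were tested in the same way. B cell and T and NK cell lists were lower at 12 weeks (medians -0.26 and -0.10), alveolar type II and type I lists higher (0.27 and 0.18), all called by camera and lost with an estimated correlation (adjusted p = 0.11, 0.186, 0.11 and 0.176), and no member of these 4 lists passed. At 6 weeks the neutrophil and club cell lists (medians 0.19 and 0.27), the alveolar type I and type II lists (0.10 and 0.12) and the T and NK cell list (-0.11) were called by camera and lost with an estimated correlation (adjusted p = 0.434, 0.458, 0.426, 0.458 and 0.458). At 12 weeks the medians within label runs were -0.605 to 0.236 for neutrophils and -0.062 to 0.552 for club cells, each above 0 in 3 of 4 runs. The B cell median was above 0 in 0 of 4 runs at 6 weeks (-0.371 to -0.151) and in 1 of 4 at 12 weeks. Endothelial, ciliated cell, smooth muscle, erythrocyte, and eosinophil, mast cell and basophil lists had adjusted camera p of 0.0787 or above at both durations. Cardiac and skeletal muscle markers, which can depend on tissue carried along in dissection, had medians of 0.31 and 0.27 (adjusted p = 0.86 and 0.664 with an estimated correlation). Carried-over tissue was not tested.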

Analysing a single cell type by laser capture microdissection is ideal and may result in a more homogenous response, however, it is also important to understand tissue level effects and how they are related to molecular changes in target cell population [73]. A number of studies have described gene expression changes in various cell types exposed to tobacco smoke, but very few have examined whole lung response. Integration of gene expression profiles with reports examining multiple end points at the molecular, cellular, tissue and physiological levels (i.e., systems biology approaches) are needed to better understand the toxicity in the context of the whole organism [73]. We have also used subchronic levels of MTS exposure that are non-toxic. Our goal was to capture the early changes in gene expression that may potentially be used to predict health outcome of the exposure. More studies incorporating acute, subchronic and chronic doses with multiple time points are needed to validate our findings.

In summary, our results showing IL-6 signalling, coupled with a decrease in SOCS3 protein and no change in total BAL neutrophils, suggest an absence of inflammation in the mouse lungs following 12 weeks of exposure to MTS. We propose that an increase in pro-proliferation and anti-apoptotic molecules, and a decrease in inflammatory and pro-apoptotic proteins such as SOCS3, have succeeded in protecting cells against inflammation during the subchronic exposure used in our study. However, in the event of continued chronic smoking, this balance may be lost, resulting in uncontrolled growth, malignany and cancer development. Alternatively, continued smoking and sustained IL-6 expression may activate other pathways that could ultimately initiate inflammation and contribute to the development of inflammatory lung diseases such as COPD. In general, data presented in this study agree with those described for human smokers. For example, Spira et al. compared cellular material derived from bronchoscopies of chronic smokers, never smokers and former smokers, and showed similar expression changes in xenobiotic metabolism genes [25]. In airway epithelium of smokers with no history of lung disease, in small airway epithelial cells from phenotypically normal smokers and in bronchepithelium of current smokers, genes related to response to xenobiotics and antioxidant genes (e.g., glutathione metabolism and redox balance) were altered [74-76]. Despite the obvious discrepancies between animal and human models, the observed similarities raise hope that animal models provide insight into molecular pathways underlying the effects of tobacco smoke leading to lung disorders.

## Conclusion

We used global gene expression profiling to provide insight into molecular response to a toxicant exposure. Based on our findings, we hypothesize that protection from, or the development of, a disease in response to any toxicant depends on a delicate balance between divergent pathways (inflammatory and anti-inflammatory). Prevalence of one pathway over the other could contribute to the health outcome of an exposure. Characterization of gene expression profiles following tobacco smoke exposure in different models is necessary to identify these divergent pathways and will enhance our understanding of the complexities involved in tobacco smoke-induced molecular pathogenesis.

## Competing interests

There are no financial competing interests to disclose. The authors state that no financial support has been provided by any organization that stands to gain or lose financially by publishing this work. Authors do not hold stocks in any organization that may benefit from this publication. No patents relating to this work is applied for or held.

## Authors' contributions

SH was responsible for the design, planning, and execution of the experiments, and writing the manuscript. MR participated in protein work. MRS was responsible for experimental design, animal exposures and critical review of the manuscript. AW carried out statistical analysis of microarray data. CY was responsible for acquiring funds, experimental design, and critical review of the manuscript. All authors have read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

How the deposited data were processed for this re-analysis (not part of the article)

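RNA from 39 mouse lungs was measured on 2-colour oligonucleotide arrays, 1 lung per array. By the sample labels there were 5 mice in each of 7 groups and 4 in 12 week smoke. The groups are sham and smoke at 6 and 12 weeks, each with and without a 6 week break. Conditions were taken from the sample labels and the paper, never from values. The authors hybridized Cy5-labelled lung cRNA with Cy3-labelled universal mouse reference cRNA, scanned the arrays and quantified them with ImaGene, and the deposited scanner files hold intensity values of spot and local background per dye, neither background corrected nor normalized. The authors also deposited log2 ratios of lung to reference after global LOWESS normalization, and these served as an alternative starting point. No column of values per sample was left unused.

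Each array holds 22575 spots, 1257 of them controls, and 20868 distinct gene probes. Symbols of 19 probes were updated, and probes with several symbols (30) or none (2603) were tested but not named. From the medians of spot and background, normexp background correction (offset 50), loess within each array with control spots at weight 0, and averaging of the spots of a probe gave 1 log2 ratio of lung to reference per probe and array. These correlated with the authors' values at 0.975 to 0.996 per array. A probe was kept where its Cy5 signal was above the array's threshold in at least 4 arrays of at least 1 group; the threshold was the trimmed mean plus 3 trimmed SD of the negative control spots, with 5% trimmed at each end. That left 17560 probes.

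Depth on an array is its signal over background. Median Cy5 signal per array was 268 to 1532, from 2.24 to 8.99 times the local background, and 48.4% to 94.6% of the probes exceeded the threshold. Spots at the scanner limit of 65535 were kept. On data simulated from the real means and spreads, 56.7%, 89.6% and 98.5% of changes of 1.5, 2 and 4 fold were recovered in the 6 week smoke comparison (5 false among 168 calls) and 46.3%, 76.1% and 98.5% in the 12 week one (9 false among 156). A simulated list of genes changed 1.5-fold was recovered and none of the other lists was called. Built from means and spreads, the simulation does not test how often lists of correlated genes are called.

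All arrays entered 1 linear model in limma (R 4.3.3, limma 3.58.1, data.table 1.17.8) with the 8 groups and, as a fixed block, the 5 runs in the sequence of exposure-date labels. The paper's model was blocked on the dates of hybridization and of exposure. Each array has its own label day here and the runs were read from their sequence, so this block need not match that of the paper. Moderated t tests were adjusted by Benjamini-Hochberg over all kept probes, with 0.05 as the threshold. Set before the data were examined were the 2 smoke contrasts, the 2 contrasts of smoke and break with break sham, the difference between durations, the count at either time point, the share of expressed probes, the clustering of group means and the gene list tests. Added after the data were seen were the differences between the smoke effect with and without a break, effects pooled over durations, break sham against sham, 12 week against 6 week sham, contrasts of all break groups, and every count without the array labelled 6 week sham m2.

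Lists of genes, 29 in all, were written from general knowledge before the data were examined. Table 1 of the paper had been seen by then, and some of its genes are members. The lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. They cover AhR, Nrf2, glutathione, inflammatory, IL-6/Stat3, interferon, glucocorticoid, immediate early, heat shock, unfolded protein, p53, proliferation, clock, lipid, matrix and muscle genes and markers of lung and blood cells. The genes named are those the paper names for the arrays, in Figure 2 and in Table 1; the 10 largest increases and decreases of each smoke contrast without overlap of smoke and sham mice; up to 10 per direction for the break contrasts and the duration difference; and 2 to 4 members of each list with the largest change. A gene with several probes is represented by the one with the highest mean intensity. The values of Table 1 had been seen when this rule was written, and a gene outside it is marked as named after its values were seen.

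Alternatives covered background correction, normalization within and between arrays, the authors' log2 ratios, spot means, spot marks, probe filters, the block, array weights, the groups in the fit, 100 shuffles of the residuals, thresholds, list tests, clustering distance and linkage, and leaving out each array. Aquantile scaling between arrays leaves log2 ratios as they are, so it tests nothing here. The real grouping was compared with others that exchange arrays, 100 groupings per comparison with the real one among them. Spots marked by the scanner software were kept in the main analysis. RT-PCR, protein and lavage measurements of the paper were not analysed here.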

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

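Single arrays stood apart from the others of their group in 15 of 112 group values tested (gap over range above Dixon's critical value); chance alone marks about 1 in 20. In this part, the tests of position, of exchanged labels, of the slope on Table 1, of age and of glucocorticoid response were chosen after the result was seen; the mixture, time of day, macrophage share and label run tests were set before.

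Genes of the smoke response account for most of these. In the array labelled 6 week sham m2, Cyp1b1, a cytochrome P450 induced through the AhR, had a log2 ratio of 1.996 (others -1.741 to -1.16), Ahrr, the repressor of that receptor, 2.522 (others -0.5521 to -0.03602) and Hmox1, heme oxygenase 1, 1.49 (others -1.487 to -1.228). Cyp1b1 was 2.049 in 6 week smoke m4 (others 1.467 to 1.608), -0.6302 in 6 week smoke and break m5 (others -1.621 to -1.413) and -0.7112 in 6 week break sham m5 (others -1.569 to -1.466). Nqo1, a quinone reductase, was -0.7359 and -0.9086 in the same 2 m5 arrays (others -1.699 to -1.487 and -1.689 to -1.507). All arrays flagged for Cyp1b1 and Nqo1 belong to label run 5 and are the highest of their groups. The rule took no account of the run, so a shift of the whole run was not set apart from single arrays. The array labelled 6 week sham m2 also lay above the other 6 week sham of that run, m5.

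Other single values concern the cytokine Il6, -1.887 in 12 week smoke and break m1 (others -1.089 to -0.886), and the clock gene Per2, 1.669 in 6 week smoke and break m2 (others 0.8067 to 1.028) and -0.4603 in 12 week break sham m2 (others 1.024 to 1.477). In 6 week smoke m4, 48.38% of the probes were above the Cy5 threshold (others 84.22 to 93.38). Signal over background was 8.254 in 6 week smoke m1 (others 3.383 to 4.78), whose residual SD was 0.3169 (others 0.2018 to 0.2324). The residual SD of 12 week smoke and break m1 was 0.3066 (others 0.233 to 0.2527). Both arrays belong to label run 1. The Per2 arrays both belong to run 4, but 1 lay above the others of its group and 1 below.

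A difference between groups marked the smoke effect at 12 weeks, which was smaller after a break for 12 probes, by a test of the difference itself. Signals outside what the paper discusses were 2 probes past the threshold at 6 weeks and 43 at 12 weeks outside the 72 matched genes of Table 1 (7 of its 79 entries were not matched by symbol, so some of these probes can belong to them), and 51 and 4 probes that differed between break sham and sham at 6 and 12 weeks. Without the array labelled 6 week sham m2, 35 and 4 probes differed between break sham and sham.

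The first pattern weighed was the array labelled 6 week sham m2: over 91 probes called at 12 weeks without it, its median position was 0.73 (standard error 0.0822) on a scale from 0 at the other 6 week shams to 1 at 12 week smoke, as a smoke-exposed lung under a sham label would give; its closest array over all probes was a 6 week smoke array as normalized and a 12 week sham array with the label run removed. In the sequence of exposure-date labels the array labelled 6 week sham m2 holds place 36, between 6 week break sham and 12 week sham. In runs 1 to 4, 12 week smoke stands there (places 5, 13, 21 and 28). Run 5 has 2 arrays labelled 6 week sham and 0 of 12 week smoke, and run 4 has 0 of 6 week sham. A 12 week smoke lung at place 36, with a 6 week sham of run 4 as the array removed, would give this sequence. The paper does not name the group of the removed array, so this was not tested. An exchange with 1 of the 9 smoke arrays analysed was excluded, since 0 of them lay in the range of the sham and break arrays; an exchange with an array not analysed here was not tested. For a sham lung mixed with smoke RNA, the share was 0.619 (standard error 0.0944) of the 12 week smoke level. This passed the limit of 0.5 set beforehand, but lies close to it for its standard error. That error was taken over 74 probes of 1 array, which are not independent. A share under 0.5 therefore stays open, as does a larger one. The count of this array as a sham in Table 1 was excluded by the slope of the 6 week changes on those of the table. This slope was 0.826 (standard error 0.0217) with the array and 1.02 without it. The paper's Cyp1a1 fold of 24.2 compares with 15.5 with the array and 26.2 without it. The paper's folds of Cyp1b1 and Ahrr also lie between the values with and without the array.

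Clock genes in break shams against shams were weighed next. Over 23 clock genes the change from smoke to smoke and break correlated at 0.91 with the change from sham to break sham (0.328 over all probes; 0.796 for the 99th percentile of random lists), as another time of day at sampling would give; any other cause that acts with the break on smoke and sham mice alike would give it too, so it does not set time of day apart. Age was excluded as the whole cause for Per2 only. At equal time from the start of exposure, Per2 still differed by -1.15 (standard error 0.23) between 6 week break sham and 12 week sham. The difference of 12 week sham from 6 week sham was -0.62 (standard error 0.234, adjusted p = 0.647, limma), so a part from age stays open. The other clock genes were not tested for age. A glucocorticoid response to handling stays open: the median was -0.0189 (standard error 0.0721) over 22 genes, 11 of them lower, while the list was below 0 in 4 of 4 label runs at 6 weeks (-0.384 to -0.094), above 0 in 3 of 5 at 12 weeks, and Tsc22d3, a glucocorticoid target in the clock list, fell by 0.504 (adjusted p = 0.0105, limma).

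Macrophage and lysosome markers after smoke were the third pattern. As the mean of 6 and 12 weeks, the median change of 15 markers of macrophage identity was 0.504 (standard error 0.0948), with 14 higher. It was 0.261 for the 28 other members. A larger share of macrophages would give this. No identity marker passed by itself at either duration (lowest adjusted p = 0.0712, Itgax at 12 weeks, limma). The genes that passed at 12 weeks, Gpnmb, Ctss, Trem2, Pparg and Ctsd, are all among the other members. A change of expression within macrophages was not tested. The label run was excluded, since the list's median was above 0 in 8 of 8 comparisons within runs.

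Groupings that exchange arrays, 100 per comparison with the real one among them, gave at least as many calls in 2 for 6 week smoke (real 11, highest other 21, when 6 week smoke m1 changed places with the array labelled 6 week sham m2), 1 for 12 week smoke (76; 36), 1 for either time point (80; 20), 1 for the pooled smoke effect (214; 3), 2 for the break difference at 12 weeks (12; 176, when 4 shams changed places with 4 break shams, a structure of the samples that follows the break), and 1 and 2 for break sham against sham at 6 and 12 weeks (51; 27 and 4; 6). For the 5 comparisons with 0 calls it was 100 of 100.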

How the results depend on the processing

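No named gene or list past the threshold reversed its direction; the majority direction of break sham against sham did, as given below. Array depth limits weak genes (signal 2.24 to 8.99 times background), and small changes are missed: 46.3% of 1.5-fold changes were recovered in the simulated 12 week comparison. No paired analysis was possible because the mouse numbers were assigned here and pair nothing; the label run is the block. The block by calendar day of the scanner headers was not run, since the headers give no dates. Alternatives for differences with a break, pooled effects, break sham against sham, Table 1 counts and lists of added contrasts were chosen after seeing the data, as were the Table 1 clustering and all counts without the array labelled 6 week sham m2 outside its own comparisons. Where no construction is given, the cause was not tested.

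Counts of probes past the threshold in the main analysis were 11 (6 week smoke), 76 (12 week smoke), 80 (either), 0 (both break contrasts, duration, break difference at 6 weeks, pooled break), 12 (break difference at 12 weeks), 214 (pooled smoke), 51 and 4 (break sham against sham at 6 and 12 weeks). Those that moved by over 1.5 times follow, by setting. No background correction: 6 week break contrast 1, duration 1. Median centring: 6 week smoke 26, pooled smoke 122. The authors' log2 ratios: 6 week break contrast 1. Spot and background means: break difference at 12 weeks 7, 6 week break sham 29. Above threshold in all arrays (fewer probes tested): 6 week smoke 30, 12 week 124, either 142, 6 week break contrast 1, duration 1, break difference at 12 weeks 32, pooled smoke 431, 12 week break sham 8, Table 1 genes at 6 weeks 15 (main 9). Marked spots missing: 26, 130, either 150, break difference at 6 weeks 2, pooled smoke 394, 12 week break sham 27. No block: 12 week smoke 46, either 48, pooled smoke 107, break sham 15 and 2. Only the groups compared, without the block (2 choices changed together): 6 week smoke 0, 12 week 23, either 23, break difference at 12 weeks 19, pooled smoke 57, break sham 2 and 0, Table 1 genes 0 and 15 (main 9 and 31). Array weights (0.444 for the array labelled 6 week sham m2): 22, 203, either 211, 6 week break contrast 5, duration 1, break differences 8 and 33, pooled smoke 409, pooled break 1, Table 1 genes at 6 weeks 18. Residual shuffles: duration 1. With 1.5-fold: 6 week smoke 7, pooled smoke 55, 6 week break sham 31. Adjusted over 4 contrasts: 12 week smoke 45, either 50, 6 week break contrast 2.

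The split into higher and lower moved with scaling. With median centring it was 42 and 23 at 12 weeks (64.6% higher; main 86.8%), 59 and 23 at either (72%; 86.2%), 3 and 7 for the break difference at 12 weeks (main 0 and 12), 44 and 11 for 6 week break sham (80%; 51%) and 0 and 3 for 12 week break sham (main 1 and 3); with means, 11 and 18 for 6 week break sham. For 12 week break sham it was 16 and 11 with marked spots missing and 5 and 3 with probes above threshold in all arrays. For 6 week break sham (main 26 and 25) it was 6 and 9 without the block, 32 and 38 with probes above threshold in all arrays, 33 and 35 with marked spots missing, 31 and 37 with array weights and 13 and 18 with 1.5-fold. Expressed probes were 84.15%; 69.67% with both dyes above the threshold, 71.47% with background plus 2 SD, 90.09% with 3 arrays and 73.54% with all arrays of a group. Lists called by camera were 13 (6 week smoke), 16 (12 week smoke), 8 and 4 (break contrasts), 10 (duration), 12 and 10 (break sham); with an estimated correlation 3, 8, 0, 0, 0, 1 and 3, and with fry 3, 9, 0, 0, 0, 1 and 3. The first division of the clustering held 4 groups; with Euclidean distance 2, and with Table 1 genes 3.

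Leaving out 1 array at a time gave 7 to 33 (6 week smoke), 44 to 91 (12 week), 48 to 103 (either), 0 to 2 and 0 to 0 (break contrasts), 0 to 1 (duration), 0 to 12 and 10 to 27 (break differences), 106 to 285 (pooled smoke), 0 to 1 (pooled break), 32 to 50 and 2 to 10 (break sham), and 7 to 24 and 23 to 38 (Table 1 genes). Without the array labelled 6 week sham m2: 33 at 6 weeks, 12 and 27 for the break differences, 285, 24 Table 1 genes, 1 in the 6 week break contrast, and 9, 16, 8, 4, 9, 11 and 10 lists. At 6 weeks without smoke m1 or m5, sham m1 or m4, 7 each, and without sham m5, 20. At 12 weeks (and either) without smoke m1 44 (48), m2 45 (50), m4 46 (51) or sham m2 48 (52). Pooled smoke: without 12 week smoke m1 106, m2 140, m4 127, 12 week sham m2 142, 6 week sham m1 136, m4 126, 6 week smoke m5 110 higher and 25 lower. Break sham at 12 weeks: without sham m1 10, m4 7, m5 2, break sham m2 8, m5 2; at 6 weeks without break sham m5 32. Others: 6 week break contrast without break sham m3 2; duration without 12 week sham m3 or 6 week sham m5 1; pooled break without 6 week break sham m1 or 12 week break sham m4 1.

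Named genes kept their side of the threshold and their sign in 1856 of 1967 comparisons at 6 weeks (49 lost the call, 48 gained it, and 14 without a call changed sign) and 1759 of 1963 at 12 weeks (159 lost, 36 gained, 9 without a call changed sign); 0 called genes were reversed. These include the Aquantile scaling between arrays, which leaves log2 ratios as they are and so could change no result.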

Differences from the paper's values

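The paper gives 27 genes as lower at either time point, and 11 probes were lower here at the same threshold (FDR under 0.05; the test differs). Of the alternatives set before the data were examined, those with a count within 1.5 times were median centring (23), probes above threshold in all arrays (32) and marked spots missing (38); 11 others were not, and the Aquantile scaling leaves log2 ratios as they are. Leaving out the array labelled 6 week sham m2, chosen after seeing the values, gave 22, and 28 of the 72 matched genes of Table 1 are then not called at either duration.

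Of 288 fold values of Table 1 (72 genes, 4 comparisons; a minus sign marks a fall), 19 differ, by a rule that counts a value if its sign is not the paper's, however small the change, or if the log2 values lie further apart than the replicate SD of the gene. Of those with another sign, 0 had an unadjusted p under 0.05 here in any comparison. The paper's value comes first, then the value here, then the alternatives under which it no longer differs by this rule. Under those not named it does, where there was a value to compare. Such a value was there for 14 alternatives for Robo2, 15 for Il6 and for Cyp1a1, and 16 for the other genes. At 6 weeks of smoke: Gsr 1.31 and 1.592 (array weights; without the array labelled 6 week sham m2, chosen after seeing the values; its other probe has 1.365), Il6 1.06 and -1.205 (none), Robo2 -1.66 and 1.261 (none), Taf9 1.29 and 1.101 (median centring).

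At 12 weeks of smoke: Amotl2 -1.02 and 1.064 (median centring), Chrac1 1.03 and 1.122 (median centring; the authors' log2 ratios), Nop56 1.03 and 1.133 (no background correction; median centring; the authors' log2 ratios; spot means), Pomt1 -1.03 and 1.02 (median centring; the authors' log2 ratios), Stk4 -1.04 and 1.08 (none), Taf9 1.30 and 1.128 (none; its other probe, read after seeing the values, has 1.318 and passes), Tnfaip2 1.30 and 1.479 (median centring; the authors' log2 ratios; spot means).

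After 6 weeks of smoke and a break: Cyp1a1 -1.02 and 1.028 (no background correction; array weights), Ltc4s -1.06 and 1.027 (no background correction; the authors' log2 ratios; spot means), Robo2 1.04 and -1.046 (none). After 12 weeks of smoke and a break: Col5a1 -1.01 and 1.008 (the authors' log2 ratios), Hspa4l -1.03 and 1.018 (no background correction; the authors' log2 ratios), Robo2 1.22 and -1.048 (none), Tgif1 -1.01 and 1.043 (the authors' log2 ratios), Zc3hav1 -1.02 and 1.042 (the authors' log2 ratios; marked spots missing).

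The paper holds the genes of Table 1 as changed; 33 of 72 matched genes were called here at either duration by the probe with the highest mean intensity, and 39 were not. Of these, Gsr and Taf9 passed at 12 weeks by another probe (adjusted p = 0.00198 and 0.0488, limma), which makes 35. Array weights called 15 of the 39 (Amotl2, Bcar3, Cirbp, Cntrob, Dixdc1, Gramd1b, Gsr, Ier3, Lgals3, Map3k6, Parm1, Rgcc, Sp100, Tiam1, Xbp1). Marked spots missing called 12 (Amotl2, Chil3, Cntrob, Dixdc1, Gramd1b, Gsr, Map3k6, Parm1, Sp100, Stk4, Xbp1, Zc3hav1), and above threshold in all arrays 11 (Amotl2, Cntrob, Gramd1b, Gsr, Lgals3, Map3k6, Parm1, Rgcc, Sp100, Stk4, Xbp1). Without the array labelled 6 week sham m2, chosen after seeing the values, 11 were called (Amotl2, Arl15, Bcar3, Cirbp, Cntrob, Dixdc1, Gramd1b, Ier3, Parm1, Sp100, Tiam1). Median centring called 4 (Amotl2, Gramd1b, Gsr, Stk4), no background correction 3 (Amotl2, Gramd1b, Parm1), the authors' log2 ratios 2 (Amotl2, Zc3hav1), the label run as a random block 2 (Gramd1b, Gsr) and spot means 1 (Map3k6). Leaving out other single arrays called Parm1, Chil3, Stk4 or Amotl2. For 20 no setting did, Taf9 by its representing probe among them. Adjusted over the list alone, 50 passed at 6 weeks and 56 at 12 weeks.

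The paper names Sp100 and Tiam1 among the genes that fell; the log2 fold changes here were -0.53 (adjusted p = 0.0707, limma) at 6 weeks for Sp100 and -0.49 (adjusted p = 0.131) at 12 weeks for Tiam1. It lists Ahrr and Hmox1 as higher at 6 weeks too; here they had 1.06 (adjusted p = 0.365) and 0.72 (adjusted p = 0.57), and without the array labelled 6 week sham m2, chosen after seeing the values, 1.56 (adjusted p = 0.00163) and 1.25 (adjusted p = 0.00131). It places the rise of Il6 and Socs3 at the later time only; both rose at 12 weeks here, and the difference between durations was 1.90 and 0.40, neither past the threshold (adjusted p = 0.593 and 0.971). It sets the smoke groups apart from all others in the clustering and describes tight clustering within groups. The first division here was between groups with and without a break, and with Euclidean distance it set apart 6 week smoke and 12 week smoke. Single arrays were correlated on probe-centred log2 ratios, which leave out the level of each probe that all arrays share. On these the mean correlation within groups was 0.0025 as normalized and 0.0659 with the label run removed. With the run removed it was -0.0103 between groups in different runs. Between groups in the same run it was -0.142, which is no comparison, since removing the run mean itself pushes these correlations below 0. The closest array was 1 of the same group for 5 of 39 arrays as normalized and for 18 with the label run removed.

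The paper's share of expressed probes, about 70%, compares with 84.15% here, 69.67% with both dyes above the threshold, 71.47% with background plus 2 SD per spot and 73.54% with all arrays of a group, alternatives set before the data were examined.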

Other observations

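Sham mice with a break differed from sham mice without one in genes of the circadian clock. Shifts of immune cell lists held with an estimated correlation at 12 weeks only. Per2, a clock repressor, and Hlf, a clock output gene, both named after their values were seen, fell at 6 weeks by 1.77 and 1.04 on the log2 scale (adjusted p = 0.000102 and 0.000491, limma), and Dbp, a clock-controlled transcription factor, had -0.99. Of 23 clock genes 1 rose and 4 fell at 6 weeks and 2 fell at 12 weeks, and the list passed at both (adjusted p = 8.51e-06 and 0.00158; 0.00731 and 0.0469 with an estimated correlation). Clmp, a cell adhesion molecule named after its values were seen, rose by 0.91 and 0.75, and Cxcl15, a chemokine of the lung epithelium, rose by 0.95 at 6 weeks. At 12 weeks dendritic cell and MHC class II genes (median 0.17, adjusted p = 0.0395 with an estimated correlation) and eosinophil, mast cell and basophil markers (median 0.141, adjusted p = 0.0395 with an estimated correlation) were higher in break sham. B cell markers were higher at both durations by camera (medians 0.383 and 0.313, adjusted p = 8.51e-06 and 7.04e-05), calls lost with an estimated correlation (adjusted p = 0.233 and 0.19).

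Among the genes that rose after 12 weeks of smoke outside the matched genes of Table 1 were F7, coagulation factor VII (1.18), and F3, tissue factor (0.79), both named after their values were seen; no list of coagulation genes was tested. Of the clock genes, Nfil3, a repressor of clock output (1.01), and Lonrf3 (0.61) rose at 12 weeks, while the list did not pass (adjusted p = 0.284; 0.69 at 6 weeks). Pparg was the only one of 37 lipid and surfactant genes to rise at 12 weeks (0.71), and the list did not pass (adjusted p = 0.553 at 12 weeks and 0.837 at 6 weeks, where mean and test were up while the median was 8.99e-05). Pooled over durations, smoke changed 214 probes, 173 higher, and smoke with a break none (1126 at an unadjusted p under 0.05, limma).

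All groups with a break against all without one differed in 1458 probes (812 higher), break sham against sham in 160 (94 higher) and smoke and break against smoke in 1206 (619 higher), contrasts chosen after the data were seen. Without the array labelled 6 week sham m2 these counts were 1349, 108 and 1305. Between 12 week and 6 week sham no probe passed (1205 at an unadjusted p under 0.05, limma). The deposited log2 ratios of 38 of 39 arrays correlated best with their own scanner values, and after centring all 39 did; the exception was 12 week sham m5 (0.902, and 0.4997 centred).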
